# Microarray Analysis Reveals Higher Gestational Folic Acid Alters Expression of Genes in the Cerebellum of Mice Offspring—A Pilot Study

**DOI:** 10.3390/brainsci5010014

**Published:** 2015-01-26

**Authors:** Subit Barua, Salomon Kuizon, Kathryn K. Chadman, W. Ted Brown, Mohammed A. Junaid

**Keywords:** folic acid, DNA methylation, microarray, autism, gene expression, epigenetics, genomic imprinting, prenatal nutrition, brain

## Abstract

Folate is a water-soluble vitamin that is critical for nucleotide synthesis and can modulate methylation of DNA by altering one-carbon metabolism. Previous studies have shown that folate status during pregnancy is associated with various congenital defects including the risk of aberrant neural tube closure. Maternal exposure to a methyl supplemented diet also can alter DNA methylation and gene expression, which may influence the phenotype of offspring. We investigated if higher gestational folic acid (FA) in the diet dysregulates the expression of genes in the cerebellum of offspring in C57BL/6 J mice. One week before gestation and throughout the pregnancy, groups of dams were supplemented with FA either at 2 mg/kg or 20 mg/kg of diet. Microarray analysis was used to investigate the genome wide gene expression profile in the cerebellum from day old pups. Our results revealed that exposure to the higher dose FA diet during gestation dysregulated expression of several genes in the cerebellum of both male and female pups. Several transcription factors, imprinted genes, neuro-developmental genes and genes associated with autism spectrum disorder exhibited altered expression levels. These findings suggest that higher gestational FA potentially dysregulates gene expression in the offspring brain and such changes may adversely alter fetal programming and overall brain development.

## 1. Introduction

The changes in the epigenetic patterning occurring *in utero* may result in alterations in the gene expression and susceptibility to various diseases, which may have a lifelong impact [1,2]. Such changes in DNA methylation and gene expression can be induced by maternal lifestyle and environmental factors including nutrition during the pregnancy. The critical role of folic acid (FA) in the complex of cellular activities was suggested as early as 1944 by the observation that folate deficiency results in an increased incidence of prematurity [3]. Later in 1966 the seminal work by Smithells and Hibbard suggested that folate status during pregnancy is an important contributing factor in the origin of neural tube defects (NTDs) [4,5]. Considering the benefits of FA in reducing the incidence of NTDs, various countries have recommended mandatory fortification of grain and flour since the late 1990’s, and women of childbearing age are recommended to take 400–800 μg/day FA [6,7]. For women with a history of complicated pregnancy, such as a prior NTD-affected baby, the recommended daily FA intake is ten times higher, 4000 μg/day [8]. However, in addition to the recommended FA intake through fortified foods and prescription multivitamin tablets, intake of FA through other sources, such as over the counter vitamins and energy drinks can lead to even higher levels FA exposure. Concern has been raised regarding adverse potential health outcomes of these high levels of FA [5,9]. Recent studies in animal models have shown that exposure to higher FA levels during gestation can induce alterations in methylation and gene expression in the cerebral hemispheres in offspring brain. Some of the genes altered are associated with neural development [10]. Since a dysfunctional folate-methionine pathway has been implicated in many individuals with autism [11], dysregulation in gene expression induced by higher gestational FA may have a profound impact on neural functioning in the offspring.

In addition to cerebral circuits, defects in cerebellar circuits have also been proposed as being involved with autism [12], and such changes in cerebellar circuitry may impair cognition and emotion resulting in autism spectrum disorders (ASDs) [13]. Furthermore, a recent study reported that individuals with autism have reduced number and density of Purkinje cells in the cerebellum compared to controls, suggesting a pattern of developmental alteration in the cerebellum may contribute to the etiology of autism [14]. In order to reveal the clinical significance of the higher FA intake in developing brain, in this pilot study, we conducted a genome wide microarray analysis to evaluate the effect of increased gestational FA on gene expression in the cerebellum of offspring.

## 2. Results

### 2.1. Higher Maternal FA during Gestation Alters Expression of Several Genes in the Cerebellum of Offspring

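Expression in the cerebellum of P1 pups was measured on 6 single-colour Agilent arrays, which report the brightness of cyanine-3-labelled cRNA bound to each probe. For each sex, 1 array held RNA of the 2 mg FA group and 2 arrays held RNA of the 20 mg FA group, and each array was hybridized with a pool of 3 pups. The 2 arrays at 20 mg of a sex are replicates 1 and 2, so the spread between pools could be measured at 20 mg but not at 2 mg, and the number of arrays limits the precision of every value. In 1 field of the sample labels the tissue is given as whole brain, while the titles and the paper give cerebellum, which is taken here. The deposited scanner files hold 62976 spots per array, of which 59305 spots of 55681 probes are not controls. For each spot, the authors' image software had written a processed signal, an intensity on a linear scale from which the background was already subtracted.

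On the female 2 mg array 63.6% of the probes were well above background, against 71.9% on female 20 mg replicate 1 and 23.3% on the array labelled female 20 mg replicate 2. In males the share was 65.8% at 2 mg, 51.1% on 20 mg replicate 1 and 55.7% on 20 mg replicate 2. The median processed signal was 5.17 on the array labelled female 20 mg replicate 2 and between 41.8 and 178 on the other 5 arrays. Its mean Spearman rho with the other arrays was 0.649, while the mean rho of each other array lay between 0.859 and 0.889. The files place both 2 mg arrays and female 20 mg replicate 1 on slide 1, the array labelled female 20 mg replicate 2 and male 20 mg replicate 1 on slide 2, and male 20 mg replicate 2 on slide 3, and slide 2 was scanned on an earlier day than the other slides.

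**Figure D1:**
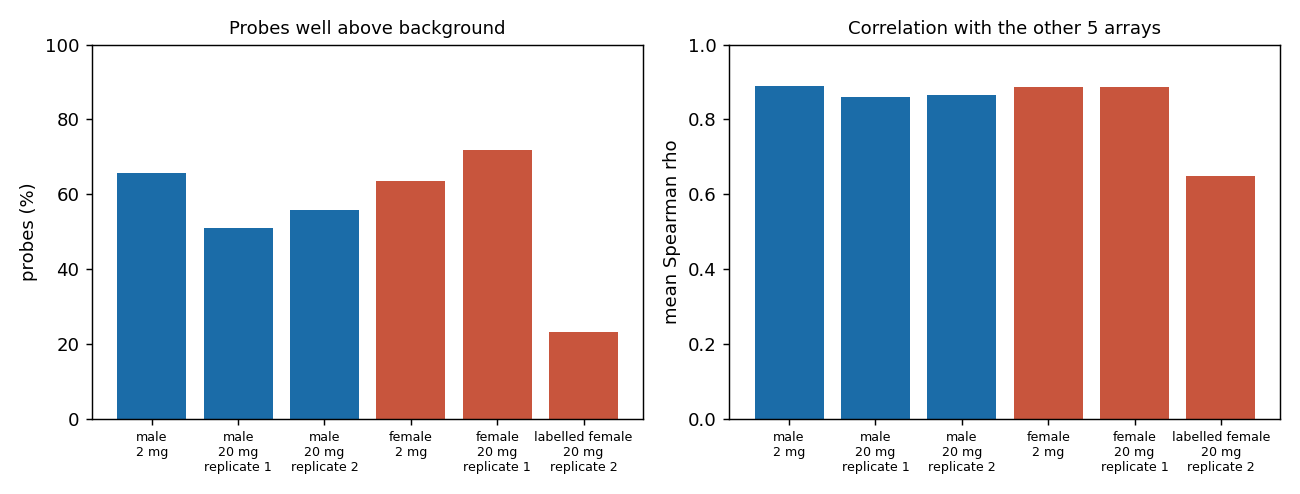
Left, percent of probes well above background on each of the 6 arrays; right, mean Spearman rho of each array with the other arrays. Bars are single arrays, without an error, in blue for male and red for female pups; the array labelled female 20 mg replicate 2 stands lowest in both panels, at 23.3% and 0.649.

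The values were processed by the steps of the paper's methods, which leave open whether the floor was set before or after normalization; here it was set after. Spots flagged as outliers were left out, spots of one probe were averaged, and the processed signals were put on the log2 scale, quantile normalized over the 6 arrays and raised to a floor of 10 on the linear scale. Quantile normalization gives each array the same distribution, so that the many probes of low rank on a dim array take the values of those ranks on the average array. A probe was left out if the p of its variation in log intensity over the 6 arrays was above 0.05 or if over 50% of its values were missing, which kept 15247 probes. A transcript was counted as changed if the mean log2 value of the 20 mg arrays differed from the 2 mg array of that sex by at least 2.5-fold. This rule includes no test. As a measure of replicate error, limma was fitted to the 37207 probes well above background on at least 2 of the 6 arrays, with the spread taken from the pairs of arrays at 20 mg and each lone 2 mg array assumed to vary like them. For a gene with several probes, the value is that of the brightest probe of the accession in Table 1 or Table 2, or else of the symbol, and its position is that of the probe in mouse genome build mm9. Where no array of a dose had the probe well above background, only a limit is given, as at least so many fold. That limit sets the mean of the brighter dose against the dimmer dose. On each array of the latter it uses the probe's own value or the lowest value of a probe well above background, whichever is higher. Where an array of the brighter dose was itself not well above background, the mean includes that value, so the limit is not firm.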

In the microarray analysis of transcripts from 2 mg FA group *vs.* 20 mg FA group of postnatal day one (P1) pups, the expression pattern of a significant number of genes were found to be altered by ≥2.5 fold at a significance of *p* > 0.05. 

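In male pups, 1208 transcripts were lower and 790 transcripts were higher by at least 2.5-fold at 20 mg than at 2 mg. On each of the 2 arrays at 20 mg taken alone, 457 of the lower and 120 of the higher transcripts were past 2.5-fold in the same direction. Of the higher transcripts, 61.9% were well above background on every array of at least 1 dose, a rule that the 2 mg array alone met for the lower ones. The male arrays at 20 mg, which lie on different slides and scan days, differed from each other by at least 2.5-fold at 7394 transcripts. Their mean differed from the 2 mg array at 1998. Taken singly, 20 mg replicate 1 differed from the male 2 mg array at 4573 transcripts and replicate 2 at 4331. Among single arrays of slide 1, the 2 mg arrays of the sexes differed at 533 transcripts, and female 20 mg replicate 1 differed from the female 2 mg array at 1313 and from the male 2 mg array at 981. Without 20 mg replicate 2, 6224 transcripts were lower and 4500 were higher, and without 20 mg replicate 1, 1185 were lower and 2129 were higher. Lower transcripts made up 60.5% of the male changes after quantile normalization, 39.2% when each array was shifted to a common 75th percentile, and 75.5% after the normexp background correction.

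Among the transcripts past 2.5-fold on both arrays, the 5 selected lower ones by size included Lmod2 (chromosome 6, 24554487 to 24554546) and 4930487D11Rik (chromosome 5, 38735699 to 38736679). Neither was well above background on a 20 mg array, and the decreases were at least 17.1-fold and at least 11.1-fold. The other 3 are transcribed regions without a gene symbol, with probes on chromosome 2 at 117024779 to 117024838, chromosome 10 at 83249349 to 83249408 and chromosome 4 at 149433761 to 149433820, lower by at least 20.5-fold, 15.3-fold and 12.7-fold. The higher transcripts were led by a region on chromosome 5 (108539135 to 108539194), whose log2 difference was 7.13 but which rose by 11.54 on replicate 1 and by 2.72 on replicate 2. Dub1 (chromosome 7, 112010796 to 112010855), named Usp17la in the RefSeq table, rose by 3.92 on the log2 scale, and Gm3515 (chromosome 10, 91537496 to 91537555) rose by 3.58, with 3.60 and 3.56 on the 2 arrays. A transcript on chromosome 9 (3004200 to 3004259) rose by 3.20 and a region on chromosome 17 (24161020 to 24161079) rose by 3.17. Lmod2 ranked highest of the 37207 probes in the male contrast of the limma fit, with a standard error of 1.45 on the log2 scale and an adjusted p of 1.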

Overall, in male pups the expression patterns of 1076 transcripts were down-regulated (Supplementary Table S1) and 499 transcripts were up-regulated (Supplementary Table S2) in the cerebellum from the 20 mg maternal FA group. 

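In female pups, 5737 transcripts were lower and 4815 transcripts were higher by at least 2.5-fold at 20 mg. Of the lower transcripts, 9.55% were past 2.5-fold on 20 mg replicate 1 and 98.6% on the array labelled female 20 mg replicate 2. Of the higher transcripts, 3.24% were past 2.5-fold on 20 mg replicate 1 and 99.7% on the array labelled female 20 mg replicate 2. On both arrays, 470 lower and 143 higher transcripts were past 2.5-fold, and 33.7% of the higher transcripts were well above background on every array of at least 1 dose. Without 20 mg replicate 2, 1661 transcripts were lower and 1266 were higher, and without 20 mg replicate 1, 7169 were lower and 6420 were higher. Lower transcripts made up 54.4% of the female changes, against 17.0% under the 75th percentile shift, which moved the median of all probes up by 1.04 on the log2 scale, and 71.1% in the authors' deposited table of processed values.

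The female arrays at 20 mg differed from each other by at least 2.5-fold at 13964 transcripts. Their mean differed from the 2 mg array at 10552. Taken singly, replicate 1 differed from the female 2 mg array at 1313 transcripts and the array labelled female 20 mg replicate 2 at 14039. Each array was also set in turn against the mean of the other 2 arrays of its sex. In females this gave 10552 transcripts for the 2 mg array, 11168 for 20 mg replicate 1 and 14049 for the array labelled female 20 mg replicate 2. In males it gave 1998 transcripts for the 2 mg array, 5901 for 20 mg replicate 1 and 5714 for 20 mg replicate 2, so in both sexes the 2 mg array gave the fewest transcripts.

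**Figure D2:**
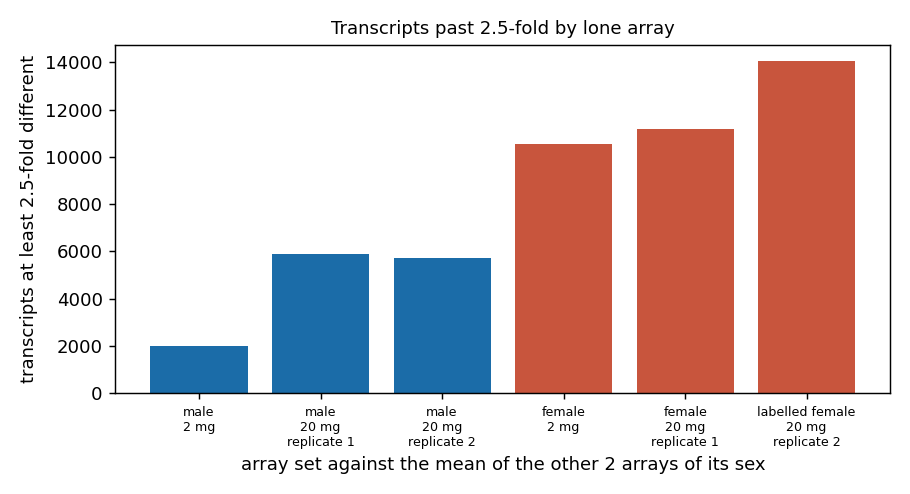
Number of transcripts at least 2.5-fold different between each array and the mean of the other 2 arrays of its sex. Bars are single arrays, without an error; the 2 mg arrays give 1998 transcripts in males (blue) and 10552 in females (red), the lowest bar of each sex.

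Among the transcripts past 2.5-fold on both female arrays, Lrrc42 (chromosome 4, 106911696 to 106911755) fell by 10.33 on the log2 scale, by 7.83 on replicate 1 and by 12.83 on the array labelled female 20 mg replicate 2. Gm4319 (chromosome 1, 72155130 to 72155189) fell by 9.47, and Rn18s, the 18S ribosomal RNA (chromosome 17, 39985058 to 39985117), fell by 6.38. A region on chromosome 9 (100980737 to 100980796) fell by 8.36 and a region on chromosome 4 (94822842 to 94822901) fell by 6.77. Apart from Gm4319, none of these 5 was well above background on the array labelled female 20 mg replicate 2. Gm4319 fell by 6.50 there and by 12.44 on replicate 1, where it lay at the floor and was not well above background. Of the 5 selected higher transcripts, 3 lie close together on chromosome 9, with probes at 3004200 to 3004259, 3024224 to 3024283 and 3038257 to 3038316, and rose by 4.77, 4.78 and 4.99. A region on chromosome 17 (87674637 to 87674696) was at least 19.0-fold higher and a region on chromosome 8 (124397799 to 124397858) at least 17.3-fold higher. Lrrc42 ranked highest in the female contrast of the limma fit, with a standard error of 2.01 on the log2 scale and an adjusted p of 1.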

In female pups, the expressions of 4764 transcripts (Supplementary Table S3) were down-regulated and 1511 transcripts (Supplementary Table S4) were up-regulated. The expression of 339 transcripts that were down-regulated and 152 transcripts that were up-regulated by ≥2.5 fold in pups’ cerebellum were common for both the genders in the 20 mg maternal FA group (Figure 1). These results of microarray data illustrate that higher maternal FA during gestation can induce significant alterations in the expression of transcripts in offspring brain cerebellum. 

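Of the 15247 probes kept, 552 were lower in both sexes and 476 were higher in both sexes by at least 2.5-fold. If the sexes were independent, 455 and 249 would be shared. In the authors' deposited table, 519 were lower and 296 were higher in both sexes, where 537 and 122 would be shared. Probes are not independent of each other, so these expected numbers describe the overlap and give no p. A probe at the floor on both 2 mg arrays can only rise, which by itself favours shared directions. Among the 1028 shared transcripts, 73.2% were past 2.5-fold on both arrays of the earlier scan day, which are male 20 mg replicate 1 and the array labelled female 20 mg replicate 2, and 4.47% on both 20 mg arrays of the later scan day. On the latter female array 96.2% of the shared lower and 98.7% of the shared higher were past, and on female replicate 1 12.7% and 6.72%. The contrast of days therefore rests largely on the array labelled female 20 mg replicate 2. On male replicates 1 and 2, 91.1% and 35.0% of the lower were past, and 58.0% and 61.6% of the higher. When the 4 arrays of the later scan day were normalized and filtered alone, 120 transcripts were lower in both sexes and 79 were higher, where 489 and 418 would be shared by independent sexes. Transcripts moving in opposite directions were also fewer there than independent sexes would give. With the 20 mg arrays of the earlier day set against the 2 mg arrays, 1783 were lower and 639 were higher in both sexes, where 1353 and 548 would be shared. These comparisons by scan day were chosen after the data were seen. On all 4 arrays at 20 mg taken alone, 13 transcripts were lower and 14 were higher by at least 2.5-fold.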

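In the limma fit over 37207 probes, no transcript passed a Benjamini-Hochberg adjusted p of 0.05 for the dose in males, in females or over both sexes, and the smallest adjusted p was 1 in each contrast. At an unadjusted p under 0.05, limma gave 74 transcripts in males, 161 in females and 144 over both sexes. Without any effect a share of 0.05 of the 37207 probes would be given, so these p-values run large as a set. The spread of a probe is drawn from the pairs of both sexes and from all probes. A male p therefore does not measure the male pools alone. Cry1, with an SD of 0.17 between the male pools, had a standard error of 2.30 in males. Under the alternatives, limma called at most 1 transcript in males, 10 in females and 13 over both sexes, and the smallest adjusted p ranged from 0.000436 to 1 in males, from 1.6e-05 to 1 in females and from 0.00129 to 1 over both sexes. From the array data, the paper states that a higher maternal FA during gestation can alter the expression of transcripts in the cerebellum of the offspring.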

The data further suggests that in addition to the FA dose, there is an interaction between maternal FA dose and its role in modulating the gene expression levels depending on the sex of the offspring.

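The interaction of dose and sex was tested as the female difference between the doses minus the male difference. In the limma fit 0 transcripts passed an adjusted p of 0.05 for this interaction, and 51 had an unadjusted p under 0.05, again far under a share of 0.05 of the probes. Its smallest adjusted p was 1, and over the alternatives it ranged from 0.0224 to 1, with 2 transcripts called without male 20 mg replicate 1 and 0 under each of the others. From the array data, the paper proposes that the effect of the maternal FA dose on gene expression depends on the sex of the offspring.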

**Figure 1:**
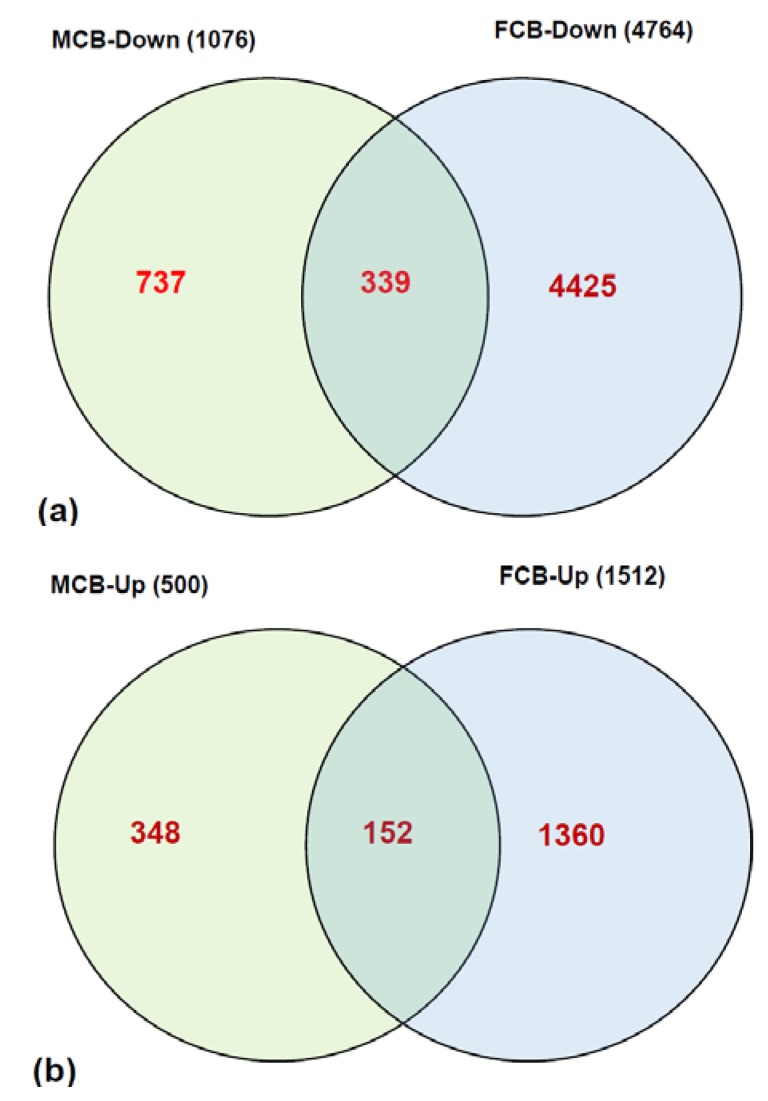
Overview of differential gene expression in the cerebellum of P1 pups. The distribution of (**a**) down-regulated genes, as well as (**b**) up-regulated genes, between male (MCB) and female (FCB) pups from higher gestational FA.

### 2.2. Higher Maternal FA Alters Expression of Several Transcription Factors and Imprinted Genes in the Cerebellum of Offspring

Analyses of our data have revealed that a higher intake of maternal FA altered the expression levels of several transcription factors and imprinted genes in the offspring cerebellum (Supplementary Tables S1–S4). 

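In male pups, Foxa1 (chromosome 12, 58641764 to 58641823) had a log2 value of 6.36 ± 3.08 (SD, n = 2) at 20 mg and 8.64 at 2 mg. It fell by 0.10 on replicate 1 and by 4.46 on replicate 2. Foxa2 (chromosome 2, 147868669 to 147868728) had 6.92 ± 2.89 (SD, n = 2) at 20 mg and 9.17 at 2 mg, and fell by 0.21 on replicate 1 and by 4.29 on replicate 2. Both were past 2.5-fold in the mean, and neither was well above background on replicate 2. Lhx6 (chromosome 2, 35937644 to 35937703) rose from 13.21 to 15.34 ± 0.98 (SD, n = 2), by 1.43 on replicate 1 and by 2.83 on replicate 2. Hoxc11 (chromosome 15, 102787022 to 102787081) was well above background on replicate 1 alone and was at least 1.62-fold higher at 20 mg. It was not called, while 4 alternatives called it as higher.

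In female pups, the Hoxa genes lie next to each other on chromosome 6. Hoxa5 (52152049 to 52152108) fell from 11.93 at 2 mg to 8.71 ± 0.42 (SD, n = 2) at 20 mg, by 2.93 on replicate 1 and by 3.52 on the array labelled female 20 mg replicate 2. Hoxa3 (52119087 to 52119146) fell from 11.12 to 8.41 ± 3.23 (SD, n = 2), by 0.42 on replicate 1. Hoxa4 (52140287 to 52140346) fell from 8.19 to 5.52 ± 3.11 (SD, n = 2), by 0.46 on replicate 1. Foxf1a (chromosome 8, 123611944 to 123612003) fell from 7.58 to 5.39 ± 2.92 (SD, n = 2), by 0.12 on replicate 1, and the other probe of its symbol did not move in this direction. Foxc2 (chromosome 8, 123642693 to 123642752) fell by 0.70, which is 1.63-fold and not past 2.5-fold. None of these 5 genes was well above background on the array labelled female 20 mg replicate 2. The SD between the 2 pools was larger than the difference between the doses for Hoxa3, Hoxa4 and Foxf1a, and smaller for Hoxa5 and Foxc2. The adjusted p from limma was 1 in its sex for each of these genes except Hoxc11, which was well above background on too few arrays to enter the fit.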

Transcriptional regulators such as forkhead box or homeobox genes *Foxa1*, *Foxa2*, *Hoxc11*, *Lhx6* in male pups and *Foxc2*, *Foxf1a*, *Hoxa3*, *Hoxa4*, *Hoxa5* in female pups were altered by ≥2.5 fold. 

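Sp3 (chromosome 2, 72774931 to 72774990) was past 2.5-fold in both sexes, and lower at 20 mg in each. In males its log2 value was 6.23 ± 1.01 (SD, n = 2) at 20 mg and 8.25 at 2 mg, and in females 5.41 ± 2.96 (SD, n = 2) and 8.40. It fell by 2.74 and 1.31 on male replicates 1 and 2. In females it fell by 0.90 on replicate 1 and by 5.08 on the array labelled female 20 mg replicate 2, where it was not well above background. For the other 3 genes the brightest probe was not called in either sex. Esr1 (chromosome 10, 5343056 to 5343115) fell by 0.55 in females, was not well above background on either male array at 20 mg, so that no fold is given there, and had 0 of its 4 probes called. Sqstm1 (chromosome 11, 50015985 to 50016044) rose by 0.55 in males and by 1.43 in females, which is 2.69-fold but was left out by the variation filter, and 1 of its 2 probes, not the brightest, was called as higher in each sex. Zfp93 (chromosome 7, 25061579 to 25061638) rose by 0.70 in males and by 0.40 in females, while 1 other of its 3 probes was called as lower in each sex.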

Though the direction of expression changes varied between male and female pups, some transcription factors (*Esr1*, *Sp3*, *Sqstm1* and *Zfp93*) altered were common in both the genders from the higher maternal FA group.

Further analysis of our data revealed dysregulation in the expression of several imprinted genes in both male and female pups from the higher maternal FA group. In male pups, the expression of imprinted genes *Kcnq1*, *Tsix* were down-regulated, while the expression of *Snrpn* was up-regulated. In contrast, in female pups while the expression of imprinted genes *Mirg* and *Rhox5* were up-regulated, several genes including *H19*, *H12*, *Peg12*, *Peg3* and *Xist* were down regulated by ≥2.5 fold. 

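Tsix (chromosome X, 100680218 to 100680276) had a log2 value of 4.85 on the male 2 mg array and lay at the floor on both 20 mg arrays, where it was not well above background. Its decrease passed the fold rule, but the 2 mg value is too close to the background for a limit above 1. Kcnq1 (chromosome 7, 150612896 to 150612955) was not well above background on either 20 mg array and was at least 1.53-fold lower there, and the variation filter left it out. Snrpn (chromosome 7, 67132330 to 67132389) had 13.77 ± 1.51 (SD, n = 2) at 20 mg and 12.72 at 2 mg, a rise of 1.05 that is 2.07-fold. It rose by 2.12 on replicate 1 and fell by 0.02 on replicate 2, so the difference between the doses was smaller than the spread between the 2 pools.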

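In female pups, Mirg (chromosome 12, 110987569 to 110987628) rose from a log2 value of 11.80 at 2 mg to 13.32 ± 2.01 (SD, n = 2) at 20 mg. The rise was 0.10 on replicate 1 and 2.94 on the array labelled female 20 mg replicate 2. Rhox5, whose position the files leave empty, rose from 6.14 to 7.99 ± 2.04 (SD, n = 2), by 0.41 on replicate 1 and by 3.30 on the array labelled female 20 mg replicate 2. Peg3 (chromosome 7, 6658774 to 6658833) fell from 11.06 to 6.83 ± 4.97 (SD, n = 2). It fell by 0.71 on replicate 1 and by 7.74 on the array labelled female 20 mg replicate 2, where it lay at the floor. Peg12 (chromosome 7, 69607011 to 69607070) fell from 8.87 to 6.43 ± 4.11 (SD, n = 2), but rose by 0.47 on replicate 1, and without 20 mg replicate 2 its difference reversed to 0.48. H19 (chromosome 7, 149761492 to 149761551) fell by 0.84, which is 1.79-fold, and 1 of its 7 probes was called as lower. No probe of the array carries the symbol H12.

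Xist (chromosome X, 100656289 to 100656348) had 9.67 at 2 mg, 10.84 on 20 mg replicate 1 and 7.27 on the array labelled female 20 mg replicate 2. Its mean difference of -0.62 is 1.53-fold, so it was not called, and it rose by 1.17 on replicate 1 and fell by 2.40 on the array labelled female 20 mg replicate 2. The processed signal of Xist on that array was 8.18 and not well above background, against 1833 at 2 mg and 7935 on 20 mg replicate 1. On the 3 male arrays Xist lay at the floor. The Y-linked transcript Eif2s3y had a log2 value of 10.12 on the array labelled female 20 mg replicate 2, 3.32 (the floor) on the female 2 mg array and 4.04 on female 20 mg replicate 1, and between 10.62 and 11.99 on the male arrays. Its processed signal was 48.6 on the array labelled female 20 mg replicate 2 and 46.5 on female 20 mg replicate 1, and it was well above background on both. The Y-linked transcript Ddx3y had 7.71 on the array labelled female 20 mg replicate 2, where it was not well above background, and 3.32 on both other female arrays.

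**Figure D3:**
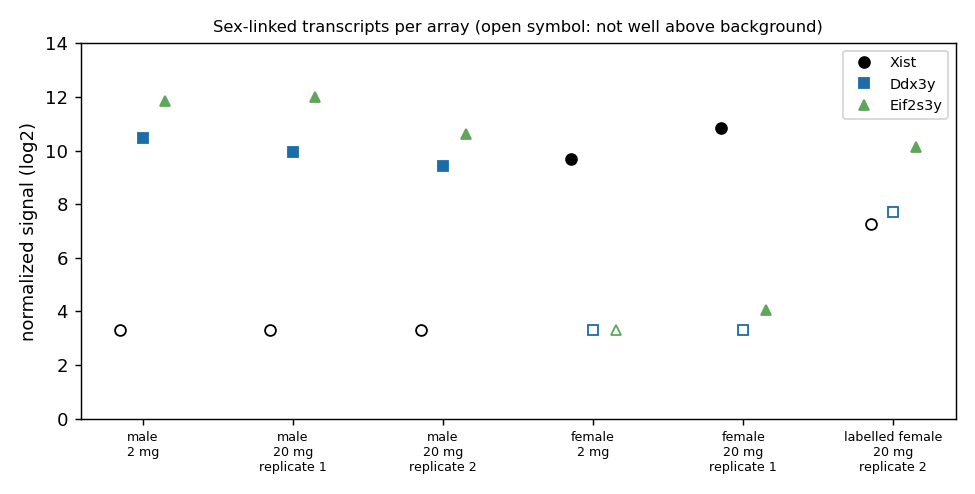
Normalized signal (log2) of Xist, Ddx3y and Eif2s3y on each of the 6 arrays, with open symbols where the probe was not well above background. Each point is a single array; Eif2s3y lies at 10.12 on the array labelled female 20 mg replicate 2 and at 3.32 and 4.04 on the other female arrays.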

Since transcription factors and imprinted genes play a key role in developmental outcomes, such dysregulation in gene expression as a result of higher gestational FA may have adverse outcomes in overall development of the offspring cerebellum.

### 2.3. Higher Maternal FA Alters the Expression Profile of Several Neural Genes in the Cerebellum of Offspring

In order to study the effect of higher gestational FA on gene expression at a functional level, we analyzed the differential expression of neural genes and grouped them based on their functional role in specific neural pathways (Table 1 and Table 2). We found higher amounts of gestational FA altered expression of several neural genes in both male and female pups. 

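Table 1 lists 22 genes of male pups. All 22 moved in the direction of the table, 13 were past 2.5-fold with the brightest probe of the accession, and 11 were also kept by the variation filter. Counting any probe of the accession, 14 were called. Table 2 lists 138 genes of female pups. Of these, 124 moved in the direction of the table, 88 were past 2.5-fold, 83 were also kept by the filter, and 100 were called with any probe of the accession. The tables were chosen by the study on these arrays, so the tallies are no independent evidence. Of the 115 genes that Table 2 lists as down-regulated, 8 were past 2.5-fold on 20 mg replicate 1, 85 on the array labelled female 20 mg replicate 2 and 6 on both. All 115 were well above background at 2 mg, and 31 were on the array labelled female 20 mg replicate 2. The median log2 difference of these genes was -0.17 on replicate 1 and -3.10 on the array labelled female 20 mg replicate 2. Of the 16 genes listed as down-regulated in Table 1, 12 were past 2.5-fold on replicate 1, 7 on replicate 2 and 5 on both. Without 20 mg replicate 2, 85 genes of Table 2 moved in the direction of the table and 11 were past 2.5-fold.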

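Among the genes of Table 1 measured at both doses, Frs3 (chromosome 17, 47841145 to 47841204) fell most in male pups. Its decrease was 8.46-fold, from a log2 value of 8.84 at 2 mg to 5.76 ± 3.45 (SD, n = 2) at 20 mg. It lay at the floor on replicate 1, where it was not well above background, and fell by 0.64 on replicate 2. Among the genes of Table 2 measured at both doses, Kcnc1 (chromosome 7, 53688622 to 53688681) fell most in female pups. Its decrease was 16.4-fold, from 10.84 to 6.81 ± 2.43 (SD, n = 2), with a fall by 2.31 on replicate 1 and by 5.75 on the array labelled female 20 mg replicate 2. The gene that Table 2 lists with the largest decrease, Avp (chromosome 2, 130406552 to 130406817), was 7.28-fold lower, from 9.31 to 6.44 ± 2.25 (SD, n = 2). Neither Kcnc1 nor Avp was well above background on the array labelled female 20 mg replicate 2, so both folds rest in part on values near the background. The largest measured increases were 3.64-fold in males, for Adcy3, and 7.18-fold in females, for Accn3 (chromosome 5, 23922359 to 23922418), which the RefSeq table names Asic3. Adcy3 rose by 2.40 and 1.33 on male replicates 1 and 2. Accn3 rose by 0.41 on female replicate 1 and by 5.28 on the array labelled female 20 mg replicate 2 (SD 3.45, n = 2).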

The extent of variation was between 6-fold down-regulation in males and 13-fold down-regulation in females. In male pups from the higher maternal FA group, the expression of genes relating to circadian rhythm (*Cry1*), dopaminergic and serotonergic pathways (*Slc18a2*, *Pde4c*, *Slc6a4*, *Pde4b*), gap junctions (*Hras1*, *Tubb3*, *Tubb2b*), neurogenesis (*Hes1*, *Rac1*), including genes related to neuronal-ion channel, neurotrophin-receptor and synaptic plasticity exhibited dysregulation in expression. 

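Cry1 (chromosome 10, 84594731 to 84594790) had a log2 value of 5.72 ± 0.17 (SD, n = 2) at 20 mg and 7.57 at 2 mg, and the difference of -1.85 was larger than the spread between the 2 pools. Hes1 (chromosome 16, 30067820 to 30067879) fell by 1.45, from 6.28 to 4.83 ± 1.04 (SD, n = 2), and was not well above background on replicate 1. Pde4c (chromosome 8, 73275002 to 73275061) fell by 1.47, by 3.08 on replicate 1, while it rose by 0.14 on replicate 2. Without 20 mg replicate 1, its difference reversed to 0.16. These 3 genes were past 2.5-fold. Slc18a2 (chromosome 19, 59370106 to 59370165) fell by 1.12, Tubb3 (chromosome 8, 125945850 to 125945909) by 1.05 and Tubb2b (chromosome 13, 34219092 to 34219151) by 0.69, which are 2.17-fold, 2.06-fold and 1.62-fold, although 1 other probe of Slc18a2 was called as lower. Hras1 (chromosome 7, 148376043 to 148376102), named Hras in the RefSeq table, was not well above background on either 20 mg array and was at least 1.33-fold lower. Rac1 (chromosome 5, 144266757 to 144266816) rose by 0.79 and Pde4b (chromosome 4, 102279393 to 102279452) by 0.18, of which the latter was less than the SD of 0.39 between the 2 pools, and 1 other probe of Pde4b was called as higher. The adjusted p from limma was 1 for each of these genes except Hras1, which did not enter the fit.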

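Of the circadian genes in female pups, Mtnr1b (chromosome 9, 15667592 to 15667651) rose by 2.64, by 0.10 on replicate 1 and by 5.17 on the array labelled female 20 mg replicate 2, and Ncoa3 (chromosome 2, 165898682 to 165898741) rose by 1.41 and was left out by the variation filter. Prkar2b fell by 0.27 and Bhlhe41 by 0.05, while Smad4 rose by 0.35. None of these last 3 was past 2.5-fold with the brightest probe of the accession, although 1 other probe of each was called. Dusp1 (chromosome 17, 26642526 to 26642536) fell by 1.92 and Fos (chromosome 12, 86817900 to 86817959) by 2.68, with a fall by 0.87 and by 1.39 on replicate 1. Pde10a fell by 1.04, which is 2.06-fold.

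Of the genes of the GABA-glutamate pathway, Avp fell by 2.86, by 4.45 on replicate 1 and by 1.27 on the array labelled female 20 mg replicate 2. Gabrb1 (chromosome 5, 72528086 to 72528145) fell by 3.30 and Cacna1a (chromosome 8, 87163723 to 87163782) by 2.54, with a fall by 1.12 and by 0.75 on replicate 1. Grin1 (chromosome 2, 25147922 to 25147981) was not well above background at 2 mg and was at least 7.74-fold higher at 20 mg in the mean. It rose by 0.71 on replicate 1 and by 5.64 on the array labelled female 20 mg replicate 2. Its processed signal was 21.6 at 2 mg and 69.4 and 29.5 on these arrays, and the other probe of its symbol did not move in this direction. Slc1a6 rose by 0.95 in the mean, but fell by 0.22 on replicate 1 and rose by 2.12 on the array labelled female 20 mg replicate 2. Of the gap junction genes, Map2k1 (chromosome 9, 64034232 to 64034291) fell by 3.01 and by 0.26 on replicate 1. Cav1 and Gja5 were not well above background at 2 mg. At 20 mg replicate 1 alone had them well above background, with a rise by 0.37 and by 0.38. Their limits, 5.06-fold and 3.76-fold higher in the mean, rest on the array labelled female 20 mg replicate 2. They were not well above background there, so these limits are not firm. Gja3 rose by 2.09, and by 0.47 on replicate 1.

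Of the neurogenesis genes, Dvl3 (chromosome 16, 20531470 to 20531529) fell from 11.87 to 8.97 ± 0.98 (SD, n = 2), by 2.20 on replicate 1 and by 3.59 on the array labelled female 20 mg replicate 2. Vegfa fell by 2.07 and Ntn1 by 2.99, with a fall by 0.83 and by 0.43 on replicate 1. Robo1 (chromosome 16, 72956710 to 72956769) was not well above background at 2 mg and was at least 2.84-fold higher at 20 mg. Pax5 was not well above background at 2 mg or on replicate 1, where it lay at the floor, and was at least 4.81-fold higher in the mean. Stat3 was not well above background on any female array, so no fold is given. Of the genes named here, Mtnr1b, Ncoa3, Prkar2b, Smad4, Grin1, Slc1a6 and Pax5 were well above background on the array labelled female 20 mg replicate 2.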

In female pups from the higher gestational FA group, the expression of several genes relating to circadian rhythm (*Prkar2b*, *Smad4*, *Bhlhe41*, *Mtnr1b*, *Ncoa3*), dopaminergic and serotonergic pathways (*Dusp1*, *Pde10a*, *Fos*), GABA-glutamate pathway (*Avp*, *Cacna1a*, *Gabrb1*, *Grin1*, *Slc1a6*), gap junctions (*Kras*, *Map2k1*, *Gja5*, *Cav1*, *Gja3*), neurogenesis (*Vegfa*, *Ntn1*, *Dvl3*, *Robo1*, *Pax5*, *Stat3*), including neurotransmitter, neuronal-ion channel, neurotrophin-receptor and synaptic plasticity were dysregulated significantly. 

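Cdk1 (chromosome 10, 68801072 to 68801131) fell by 1.84 in males and by 2.82 in females. In males it fell by 2.22 on replicate 1 and by 1.47 on replicate 2, and in females by 0.12 on replicate 1 and by 5.51 on the array labelled female 20 mg replicate 2. Frs3 fell by 3.08 in males and by 3.50 in females, of which 5.52 was on male replicate 1 and 0.93 on female replicate 1. Tuba3a (chromosome 6, 125228307 to 125228366) fell by 1.80 in males, from 10.06 to 8.27 ± 4.06 (SD, n = 2), but rose by 1.08 on male replicate 2, and without 20 mg replicate 1 its difference reversed to 1.09. In females Tuba3a fell by 3.64, by 0.86 on replicate 1. Cdk1, Frs3 and Tuba3a were not well above background on the array labelled female 20 mg replicate 2. Frs3 and Tuba3a were not well above background on male replicate 1 either. The falls that rest on these arrays are therefore not exact. Csnk1a1 (chromosome 18, 61747817 to 61747876) fell by 0.35 in males and by 0.16 in females with its brightest probe, while its other probe was called as lower in both sexes. Nsf (chromosome 11, 103683921 to 103683980) fell by 0.79 in males and by 1.09 in females, and neither of its probes was called. Adcy3 (chromosome 12, 4211535 to 4211594) rose by 1.86 in males, from 4.54 to 6.40 ± 0.76 (SD, n = 2), and by 2.79 in females, from 4.47 to 7.26 ± 1.85 (SD, n = 2). It rose past 2.5-fold on all 4 arrays at 20 mg, with 2.40 and 1.33 in males and 1.48 and 4.10 in females, and was not well above background on the array labelled female 20 mg replicate 2.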

Further analysis of the data revealed several neural genes (*Cdk1*, *Csnk1a1*, *Frs3*, *Nsf* and *Tuba3a*) were down-regulated, and genes related to the dopaminergic and serotonergic pathway (*Adcy3*) were up-regulated in both male and female pups from the higher maternal FA group. Thus our data suggests that higher maternal FA significantly alters expression of several neural genes in the cerebellum of offspring, and some of these changes varied in a gender specific manner.

**Table 1:** Neural genes altered ≥2.5 fold in the cerebellum of male pups from mothers having FA supplementation during gestation at 20 mg/kg in comparison to mothers at 2 mg/kg diet.

Accession	Symbol	Fold Change	Direction of Change	Pathway
ref|NM_146087	Csnk1a1	−3.90	↓	Circadian
ref|NM_007771	Cry1	−2.70	↓	Circadian
ref|NM_172523	Slc18a2	−3.81	↓	Dopa-Serotonin
ref|NM_201607	Pde4c	−3.11	↓	Dopa-Serotonin
ref|NM_010484	Slc6a4	−3.06	↓	Dopa-Serotonin
ref|NM_008740	Nsf	−3.40	↓	GABA-glutamate
ref|NM_001130444	Hras1	−4.63	↓	Gap-Junctions
ref|NM_009446	Tuba3a	−3.17	↓	Gap-Junctions
ref|NM_023279	Tubb3	−2.76	↓	Gap-Junctions
ref|NM_023716	Tubb2b	−2.71	↓	Gap-Junctions
ref|NM_007659	Cdk1	−2.53	↓	Gap-Junctions
ref|NM_008235	Hes1	−3.17	↓	Neurogenesis
ref|NM_001039104	Trpm1	−3.36	↓	Neuronal-Ion channel
ens|ENSMUST00000105918	Kcnq1	−3.29	↓	Neuronal-Ion channel
ref|NM_144939	Frs3	−6.24	↓	Neurotrophin-receptor
ref|NM_053075	Rheb	−3.13	↓	Synaptic Plasticity
ref|NM_138305	Adcy3	2.71	↑	Dopa-Serotonin
ref|NM_019840	Pde4b	2.57	↑	Dopa-Serotonin
ref|NM_009007	Rac1	2.73	↑	Neurogenesis
ref|NM_011913	Best1	2.62	↑	Neuronal-Ion channel
ref|NM_009314	Tacr2	2.73	↑	Neurotransmitter
ref|NM_009750	Ngfrap1	2.92	↑	Neurotrophin-receptor

↓ = Down regulated; ↑ = Up regulated.

**Table 2:** Neural genes altered ≥2.5 fold in the cerebellum of female pups from mothers having FA supplementation during gestation at 20 mg/kg in comparison to mothers at 2 mg/kg diet.

Accession	Symbol	Fold Change	Direction of Change	Pathway
ref|NM_146087	Csnk1a1	−7.80	↓	Circadian
ref|NM_011158	Prkar2b	−6.84	↓	Circadian
ref|NM_013672	Sp1	−5.80	↓	Circadian
ref|NM_008540	Smad4	−5.02	↓	Circadian
ref|NM_172563	Hlf	−4.27	↓	Circadian
ref|NM_009602	Chrnb2	−4.10	↓	Circadian
ref|NM_001174053	Camk2b	−3.37	↓	Circadian
ref|NM_015822	Fbxl3	−3.27	↓	Circadian
ref|NM_009516	Wee1	−3.05	↓	Circadian
ref|NM_010098	Opn3	−3.04	↓	Circadian
ref|NM_008904	Ppargc1a	−2.90	↓	Circadian
ref|NM_011144	Ppara	−2.56	↓	Circadian
ref|NM_013642	Dusp1	−4.63	↓	Dopa-Serotonin
ref|NM_011866	Pde10a	−4.55	↓	Dopa-Serotonin
ref|NM_010234	Fos	−4.47	↓	Dopa-Serotonin
ref|NM_001131020	Gfap	−4.29	↓	Dopa-Serotonin
ref|NM_001012765	Adcy5	−3.83	↓	Dopa-Serotonin
ref|NM_172778	Maob	−3.67	↓	Dopa-Serotonin
ref|NM_001111015	Syn2	−3.11	↓	Dopa-Serotonin
gb|AK032648	Pde4d	−2.63	↓	Dopa-Serotonin
ref|NM_019827	Gsk3b	−2.55	↓	Dopa-Serotonin
ref|NM_009732	Avp	−13.07	↓	GABA-glutamate
ref|NM_007578	Cacna1a	−8.80	↓	GABA-glutamate
ref|NM_008069	Gabrb1	−7.02	↓	GABA-glutamate
ref|NM_146072	Grik1	−5.57	↓	GABA-glutamate
ref|NM_001037724	Adcy7	−5.50	↓	GABA-glutamate
ref|NM_008174	Grm8	−5.34	↓	GABA-glutamate
ref|NM_008171	Grin2b	−5.07	↓	GABA-glutamate
ref|NM_001039195	Gria2	−5.07	↓	GABA-glutamate
ref|NM_001146311	Cln3	−5.01	↓	GABA-glutamate
ref|NM_001013385	Grm4	−4.57	↓	GABA-glutamate
ref|NM_176942	Gabra5	−4.20	↓	GABA-glutamate
ref|NM_010251	Gabra4	−4.12	↓	GABA-glutamate
ref|NM_011393	Slc1a2	−3.99	↓	GABA-glutamate
ref|NM_001113383	Gls	−3.95	↓	GABA-glutamate
ref|NM_182959	Slc17a8	−3.91	↓	GABA-glutamate
ref|NM_016886	Gria3	−3.89	↓	GABA-glutamate
ref|NM_008075	Gabrr1	−3.83	↓	GABA-glutamate
ref|NM_080853	Slc17a6	−3.49	↓	GABA-glutamate
ref|NM_175328	Slc6a15	−3.15	↓	GABA-glutamate
ref|NM_001143834	Grm5	−3.10	↓	GABA-glutamate
ref|NM_008740	Nsf	−3.09	↓	GABA-glutamate
ref|NM_019691	Gria4	−3.03	↓	GABA-glutamate
ref|NM_001042451	Snca	−2.80	↓	GABA-glutamate
ref|NM_147176	Homer1	−2.69	↓	GABA-glutamate
ref|NM_021284	Kras	−6.85	↓	Gap-Junctions
ref|NM_009446	Tuba3a	−6.70	↓	Gap-Junctions
ref|NM_008927	Map2k1	−4.92	↓	Gap-Junctions
ref|NM_010937	Nras	−4.37	↓	Gap-Junctions
ref|NM_011101	Prkca	−3.98	↓	Gap-Junctions
ref|NM_007659	Cdk1	−3.84	↓	Gap-Junctions
ref|NM_001080971	Tubb1	−3.67	↓	Gap-Junctions
ref|NM_011100	Prkacb	−3.64	↓	Gap-Junctions
ref|NM_009447	Tuba4a	−3.62	↓	Gap-Junctions
ref|NM_010288	Gja1	−3.52	↓	Gap-Junctions
ref|NM_175452	Gjc2	−2.91	↓	Gap-Junctions
ref|NM_010930	Nov	−2.91	↓	Gap-Junctions
ref|NM_007912	Egfr	−2.71	↓	Gap-Junctions
ref|NM_009231	Sos1	−2.70	↓	Gap-Junctions
ref|NM_028751	Tjap1	−2.53	↓	Gap-Junctions
ref|NM_001025250	Vegfa	−6.08	↓	Neurogenesis
ref|NM_008744	Ntn1	−5.16	↓	Neurogenesis
ref|NM_007889	Dvl3	−4.83	↓	Neurogenesis
ref|NM_010894	Neurod1	−4.13	↓	Neurogenesis
ref|NM_008781	Pax3	−4.07	↓	Neurogenesis
ref|NM_177821	Ep300	−3.87	↓	Neurogenesis
ref|NM_011443	Sox2	−3.54	↓	Neurogenesis
ref|NM_009599	Ache	−3.50	↓	Neurogenesis
ref|NM_033620	Pard3	−3.34	↓	Neurogenesis
ref|NM_010928	Notch2	−3.25	↓	Neurogenesis
ref|NM_008737	Nrp1	−3.07	↓	Neurogenesis
ref|NM_007553	Bmp2	−2.86	↓	Neurogenesis
ref|NM_022312	Tnr	−2.85	↓	Neurogenesis
ref|NM_010883	Ndp	−2.62	↓	Neurogenesis
ref|NM_001039934	Mtap2	−2.60	↓	Neurogenesis
ref|NM_007865	Dll1	−2.59	↓	Neurogenesis
ref|NM_008973	Ptn	−2.54	↓	Neurogenesis
ref|NM_008421	Kcnc1	−10.41	↓	Neuronal-Ion channel
ref|NM_010597	Kcnab1	−5.07	↓	Neuronal-Ion channel
ref|NM_009900	Clcn2	−3.81	↓	Neuronal-Ion channel
ref|NM_001025581	Kcnc2	−3.45	↓	Neuronal-Ion channel
ref|NM_001083616	Cacna1d	−3.26	↓	Neuronal-Ion channel
ref|NM_008226	Hcn2	−3.23	↓	Neuronal-Ion channel
ref|NM_011930	Clcn7	−3.04	↓	Neuronal-Ion channel
ref|NM_010408	Hcn1	−2.85	↓	Neuronal-Ion channel
ref|NM_145983	Kcna5	−2.67	↓	Neuronal-Ion channel
ref|NM_001099298	Scn2a1	−2.60	↓	Neuronal-Ion channel
ref|NM_001044308	Cacna1i	−2.59	↓	Neuronal-Ion channel
ref|NM_018732	Scn3a	−2.51	↓	Neuronal-Ion channel
ref|NM_010610	Kcnma1	−2.50	↓	Neuronal-Ion channel
ref|NM_153087	Hrh4	−4.01	↓	Neurotransmitter
ref|NM_001081147	Oxtr	−3.68	↓	Neurotransmitter
ref|NM_008285	Hrh1	−2.90	↓	Neurotransmitter
ref|NM_021382	Tacr3	−2.71	↓	Neurotransmitter
ref|NM_009313	Tacr1	−2.70	↓	Neurotransmitter
ref|NM_008747	Ntsr2	−2.61	↓	Neurotransmitter
ref|NM_009219	Sstr4	−2.61	↓	Neurotransmitter
ref|NM_008177	Grpr	−2.53	↓	Neurotransmitter
ref|NM_001025074	Ntrk2	−7.28	↓	Neurotrophin-receptor
ref|NM_009365	Tgfb1i1	−6.21	↓	Neurotrophin-receptor
ref|NM_144939	Frs3	−5.29	↓	Neurotrophin-receptor
ref|NM_011640	Trp53	−4.40	↓	Neurotrophin-receptor
ref|NM_010560	Il6st	−4.00	↓	Neurotrophin-receptor
ref|NM_019791	Maged1	−3.69	↓	Neurotrophin-receptor
ens|ENSMUST00000052164	Ppyr1	−3.47	↓	Neurotrophin-receptor
ref|NM_009911	Cxcr4	−3.39	↓	Neurotrophin-receptor
ref|NM_022024	Gmfg	−3.10	↓	Neurotrophin-receptor
ref|NM_010849	Myc	−3.06	↓	Neurotrophin-receptor
ref|NM_139149	Fus	−2.84	↓	Neurotrophin-receptor
ref|NM_177410	Bcl2	−2.64	↓	Neurotrophin-receptor
ref|NM_001025074	Ntrk2	−7.28	↓	Synaptic Plasticity
ref|NM_028736	Grip1	−6.77	↓	Synaptic Plasticity
ref|NM_020493	Srf	−3.25	↓	Synaptic Plasticity
ens|ENSMUST00000111939	Nos1	−2.97	↓	Synaptic Plasticity
ref|NM_013498	Crem	−2.88	↓	Synaptic Plasticity
ref|NM_009952	Creb1	−2.83	↓	Synaptic Plasticity
ref|NM_024469	Bhlhe41	5.46	↑	Circadian
ref|NM_145712	Mtnr1b	4.18	↑	Circadian
ref|NM_008679	Ncoa3	3.70	↑	Circadian
ref|NM_017376	Tef	3.48	↑	Circadian
ref|NM_011281	Rorc	3.19	↑	Circadian
ref|NM_138305	Adcy3	4.41	↑	Dopa-Serotonin
ref|NM_008169	Grin1	5.56	↑	GABA-glutamate
ref|NM_009200	Slc1a6	2.80	↑	GABA-glutamate
ref|NM_008121	Gja5	4.27	↑	Gap-Junctions
ref|NM_007616	Cav1	3.57	↑	Gap-Junctions
ref|NM_016975	Gja3	2.98	↑	Gap-Junctions
ref|NM_011840	Map2k5	2.72	↑	Gap-Junctions
ref|NM_008361	Il1b	2.67	↑	GABA-glutamate
ens|ENSMUST00000114274	Robo1	4.31	↑	Neurogenesis
ref|NM_008782	Pax5	3.39	↑	Neurogenesis
ref|NM_011486	Stat3	2.92	↑	Neurogenesis
ref|NM_001077403	Nrp2	2.52	↑	Neurogenesis
ref|NM_183000	Accn3	4.44	↑	Neuronal-Ion channel
ref|NM_007699	Chrm4	3.82	↑	Neurotransmitter
ref|NM_013462	Adrb3	2.61	↑	Neurotransmitter
ref|NM_008006	Fgf2	2.65	↑	Neurotrophin-receptor
ref|NM_008416	Junb	2.86	↑	Synaptic Plasticity
ref|NM_007664	Cdh2	2.82	↑	Synaptic Plasticity

↓ = Down regulated; ↑ = Up regulated.

## 3. Discussion

In this study, microarray analysis of gene expression was utilized as a tool to investigate the effect of gestational FA on the transcriptome of cerebellum from P1 pups. Our data has shown that higher maternal FA during gestation dysregulated the expression of several genes that may play a causal role in developmental anomalies. In particular, the expression of several genes that code for genomic imprinting, transcriptional regulation and neural plasticity were significantly altered as a result of higher amounts of maternal FA. Genomic imprinting is a specialized epigenetic phenomenon resulting in monoallelic parent-specific expression of genes due to differential DNA methylation and histone modifications of specific gene regions [15]. Perturbations in dosage compensation can cause developmental issues including changes in growth and behavior [15]. Since the dynamics of genomic imprinting take place during gametogenesis and early embryogenesis; FA, by virtue of being a methyl group modulator during gestation, may play a critical role in affecting DNA methylation in the offspring epigenome. Our results have shown that higher gestational FA dysregulated expression of several imprinted genes in the cerebellum of P1 offspring. For example, in male pups the expression of the gene *Kcnq1*, a voltage-gated potassium channel, which has been associated with Jervell and Lange-Nielsen syndrome and hereditary long QT syndrome 1 [16,17], and the gene *Tsix* that expresses the non-coding antisense transcript required for imprinted X inactivation [18], were down-regulated. In contrast, the expressions of the gene *Snrpn* that plays a role in Angelman syndrome or Prader-Willi syndrome [19] was up-regulated. Similarly, in female pups, the miRNA containing gene (*Mirg*), and reproductive homeobox-5 gene (*Rhox5*), were up-regulated, while the expression of several imprinted genes, including *H13*, *H19*, *Igf2* and *Xist* were down-regulated. 

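Igf2 (chromosome 7, 149839661 to 149839720) fell from a log2 value of 8.92 at 2 mg to 6.85 ± 1.78 (SD, n = 2) at 20 mg in female pups. The fall was 4.21-fold in the mean, by 0.82 on replicate 1 and by 3.33 on the array labelled female 20 mg replicate 2, where Igf2 was not well above background. H13 (chromosome 2, 152530679 to 152530738) had 13.02 at both doses with its brightest probe, an SD of 0.13 between the 2 pools, and 1 of its 4 probes was called as lower.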

Since, a methylation defect at the *Igf2*/*H19* locus can result in imprinting disorders, and has been associated with Beckwith-Wiedemann syndrome [20,21], such gene dysregulation as a result of higher maternal FA may modulate epigenetic abnormalities in the pathogenesis of growth and development.

Next, our analysis further revealed dysregulation in the expression of several transcription factors in the cerebellum of P1 pups from higher maternal FA compared to pups from dams having FA at 2 mg/kg diet. The dysregulation was observed in many genes including the evolutionarily conserved class of homeobox genes in both male and female pups. The expression of several transcription factors such as *Esr1*, *Sp3*, *Zfp93*, *Sqstm1* were dysregulated in pups of both genders from dams having higher gestational FA, though the direction of changes were not always same. Since transcription factors orchestrate gene expression of complex cellular machineries, such gene dysregulation may modulate the development of many organ systems, including the brain.

Higher maternal FA altered expression of several genes involved in dopamine-serotonin, GABA-glutamate, gap-junctions, neuronal-ion channel, neurogenesis, synaptic plasticity and the circadian pathway (Table 1 and Table 2). Higher gestational FA also altered expression of several genes that were earlier shown to be associated with ASDs as well as cognitive development. For example, in male pups from higher gestational FA, the serotonin transporter gene *Slc6a4* that encodes an integral membrane protein, which plays a crucial role in serotonergic neurotransmission [22], was down-regulated by three fold; *Fezf2*, a gene belonging to zinc finger family [23], and *Mbd3* a gene belonging to a family of nuclear proteins having methyl-CpG binding domain [24], were significantly up-regulated more than three fold. 

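Slc6a4 (chromosome 11, 76845777 to 76845836) fell from 9.59 at 2 mg to 7.39 ± 0.82 (SD, n = 2) at 20 mg in male pups, which is 4.58-fold. It was well above background on every male array and fell by 1.61 on replicate 1 and by 2.78 on replicate 2, so both pools lay under the 2 mg array (limma, adjusted p = 1). Fezf2 (chromosome 14, 13175057 to 13175116) was not well above background at 2 mg and was at least 2.70-fold higher at 20 mg, where replicate 1 alone had it well above background. Mbd3 (chromosome 10, 79855402 to 79855461) rose from 12.94 to 13.84 ± 0.39 (SD, n = 2), which is 1.87-fold, by 1.17 on replicate 1 and by 0.63 on replicate 2.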

Of note, it has been shown that the alterations in the expression of *Slc6a4* can be mediated due to epigenetic modulation in the promoter associated CpG island by environmental factors [25]. Such changes in *Slc6a4* expression have been associated with alterations in brain structure and various neuropsychiatric illnesses including depression [26,27,28]. In female pups, the expression of several genes associated with ASDs (Table 1 and Table 2, Supplementary Tables S3 and S4) e.g., *Fmr1*, *Grid1*, *Nrxn1*, *Grip1* were down-regulated, and *Nrp2*, a gene belonging to the neuropilin family of receptor proteins was up-regulated from dams having higher gestational FA. 

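Fmr1 (chromosome X, 65970891 to 65970950) fell from 10.48 at 2 mg to 8.55 ± 3.14 (SD, n = 2) at 20 mg, but rose by 0.29 on replicate 1 and fell by 4.15 on the array labelled female 20 mg replicate 2, and without 20 mg replicate 2 its difference reversed to 0.28. Grid1 (chromosome 14, 36393854 to 36393913) fell from 7.14 to 5.27 ± 1.96 (SD, n = 2), by 0.48 on replicate 1 and by 3.26 on the array labelled female 20 mg replicate 2. Grip1 (chromosome 10, 119512560 to 119512619) fell from 11.02 to 7.87 ± 4.28 (SD, n = 2), by 0.12 on replicate 1 and by 6.17 on the array labelled female 20 mg replicate 2. These 3 genes were past 2.5-fold and were not well above background on the array labelled female 20 mg replicate 2. Nrp2 (chromosome 1, 62865129 to 62865188) rose by 0.78, which is 1.71-fold, and was well above background on every female array. Nrp2 rose by 0.20 on replicate 1 and by 1.36 on the array labelled female 20 mg replicate 2. The adjusted p from limma was 1 for each of these genes.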

*Fmr1* has long been associated with developmental cognitive impairment such as fragile X syndrome (FXS) and, found to be accompanied by epigenetic modification along with genetic anomalies [29,30,31]. Earlier, by using lymphoblastoid cells, we have shown that FA supplementation down-regulates the expression of the *FMR1* gene, both at mRNA and protein levels [32]. Moreover, a recent study has suggested strong evidence for multiple medical, cognitive and psychiatric difficulties among women with the *FMR1* premutation [33]. Similarly, when the ionotropic glutamate receptor *Grid1* is deleted, it results in aberrant emotional and social behavior in mice [34]. Here *Grid1* was found to be down-regulated in female pups from dams with higher FA. In contrast, *Nrp2*, a neuropilin family gene that controls neuronal migration and axon guidance, and has been associated with autism, wasup-regulated in female pups from dams having higher gestational FA [35]. Previous studies have shown that pups exposed to higher gestational and post-weaning FA exhibited increased ultrasonic vocalizations, greater anxiety-like behavior and hyperactivity [36]. Indeed, higher gestational FA during gestation altered methylation in the cerebral hemispheres of the offspring in both intergenic and intragenic regions, and thus modulated the expression of several genes [10]. In the current study, we found higher FA dysregulates the expression of several genes including those associated with neural development in the cerebellum of the offspring. Mechanistically, such dysregulations may have been induced by the precise changes in the DNA methylation *in utero*, modulated by higher gestational FA. The dysregulation of gene expression may be due to the direct impact of site or gene specific changes in the promoter or gene body region of specific genes or it may result from distant effects from changes in signaling pathways.

Metabolically, FA (pteroylmonoglutamate) consumed through supplementation or fortified foods is reduced by the enzyme dihydrofolate reductase primarily to dihydrofolate, and chemically reduced to tetrahydrofolate in the liver, where it collects a formyl group which is reduced to methyl to form 5-methyl-tetrahydrofolate [5]. However with the supplementation of high doses of FA this process is swamped by saturation of dihydrofolate reductase activity, and these may result in a considerable increase of unmetabolized FA in plasma [37]. Such evidence was further confirmed by the presence of unmetabolized FA in cord blood [38]. Though the exact mechanism by which this excess maternal FA is modulating the fetal brain development is not known, we speculate it may be a combined effect of pteroylmonoglutamate and methyl-tetrahydrofolate. One possibility is, with higher supplementation of maternal FA, a proportion of high dose FA that enters tissue becomes a substrate for polyglutamate synthase but is inert and thus excess FA in blood may compete with methyl-tetrahydrofolate to bind with the folate receptor [39] in the choroid plexus and inhibit methyl-tetrahydrofolate transport in the developing brain and thus interfere with regulatory functions. Alternatively an increased methyl-folate via maternal metabolism may modulate the methylation profile of imprinted genes, which have key roles in maintaining brain homeostasis and development.

Since, early life experience may alter the brain structure and function including behavioral and neural development, higher gestational FA may have untoward side effects in overall development of the offspring resulting in lifelong effects. The causal link between higher FA supplementation and ASD incidence rates was hypothesized by previous studies [40,41], and a recent study from the Rochester Epidemiological Project in Rochester, MN (1976–1997), found a strong correlation (0.87) of ASD incidence in offspring for maternal consumption of prenatal vitamins containing >1 mg of folic acid [42,43]. Such evidence suggests that while too little FA results in damage to nervous tissue as evident from several studies, too much FA may disrupt normal function of nervous tissue associated with autism. Indeed concern has been raised with the role of excess maternal FA with several developmental outcomes including congenital heart defects, oral clefts, asthma, cancer and ASD [5,44].

While analysis of the microarray data revealed that the expression of a number of genes exhibited the same direction of change in both male and female pups from the higher gestational FA group (Figure 2), the expressions of several other genes were sex biased. Indeed, we found that the expression of genes in the cerebellum of female pups were more vulnerable to the changes induced by higher gestational FA. It shows that the *in utero* exposure of gestational FA may have a different impact depending upon the gender of the progeny, and it may have distinct mechanisms of alterations and consequences. 

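Over the probes kept, 110 transcripts were lower in males and higher in females, and 21 were higher in males and lower in females. Independent sexes would give 381 and 297 such transcripts, so opposite directions were rarer than under independence. With the 4 arrays of the later scan day alone, 220 transcripts were lower in males and higher in females and 470 were the reverse, where independent sexes would give 345 and 592. On all 4 arrays at 20 mg, 10 transcripts were lower in males and higher in females, where 4.29 would be by independence, and 0 were higher in males and lower in females, where 3.70 would be.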

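The number of transcripts past 2.5-fold was 5.28 times as high in females as in males. The ratio stayed between 1.06 and 5.56 under the 13 alternatives with all arrays, and it was lowest where each of the 2 arrays at 20 mg had to be past 2.5-fold, with 613 transcripts in females and 577 in males. Without 20 mg replicate 1 the ratio was 4.10, and without 20 mg replicate 2 of both sexes it was 0.273, as the female total fell to 2927 and the male total rose to 10724. The arrays left were normalized and filtered anew there. With the filter over all 6 arrays, male replicate 1 differed from the male 2 mg array at 4573 transcripts. With the array labelled female 20 mg replicate 2 alone left out, which was chosen after seeing the data, the ratio was 0.666, with 2420 transcripts in females and 3634 in males. In both settings with a ratio under 1, the female arrays left share a slide and the male arrays do not. These ratios therefore also carry the difference between slides. With the 20 mg arrays of each sex set against the 2 mg array of the other sex, 10901 transcripts differed for the female arrays and 2035 for the male arrays. The paper states that expression in the cerebellum of female pups was more vulnerable to higher gestational FA.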

Though the precise mechanism of such changes cannot be established from the present study, it confirms our previous data showing that the gestational FA induces differential alterations in methylation and gene expression in the brain of offspring depending upon gender of the progeny [10]. Of note, several previous studies have shown strong evidence that the susceptibility to neuropsychiatric and neurodegenerative diseases varies between men and women [45,46,47]; and maternal diet can significantly influence fetal outcomes including biasing offspring sex ratio [48]. Moreover, a recent study has shown widespread differences in the splicing and expression of genes in human brain between male and female [49]. Another study has shown that the maturation of *GABAA* signaling follows sex-specific patterns, which correlate with brain developmental expression profiles [50]. The switch from GABA being excitatory to inhibitory occurs earlier in females than in males.

**Figure 2:**
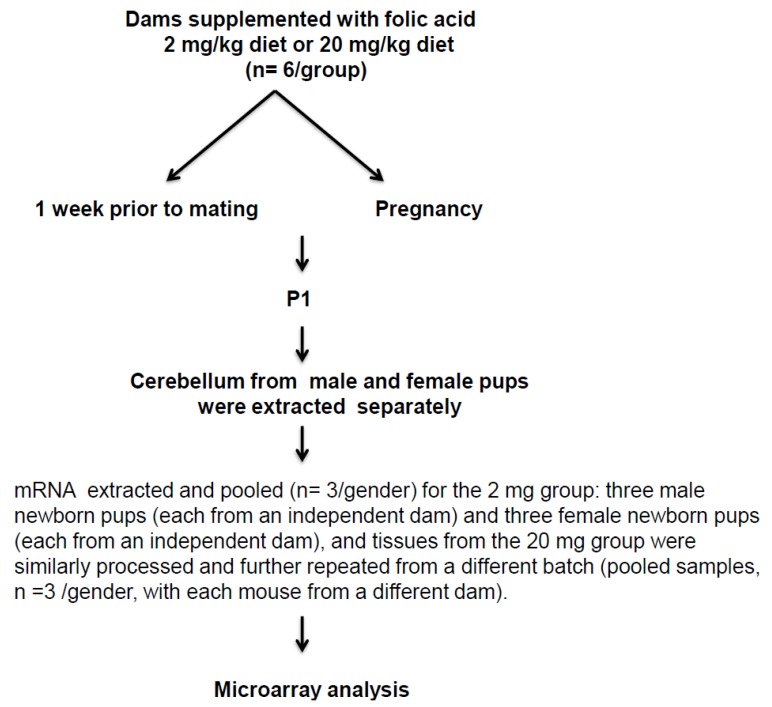
Schematic diagram of the study design illustrating main experimental approach.

## 4. Material and Methods

### 4.1. Mice Strain and Feeding

Adult, 8- to 10-week-old C57BL/6J mice were used in all the experiments, and handled according to the protocol reviewed and approved by the Institute for Basic Research Institutional Animal Care and Use Committee. One week prior to mating and throughout the pregnancy, female mice were fed with a custom AIN-93G amino acid-based diet (Research Diet, Inc. New-Brunswick, NJ, USA), having FA at 2 mg/kg (*n* = 6) and 20 mg/kg (*n* = 6) diet. While the diet containing 2 mg of FA/kg diet is the general recommended basal dietary requirements for rodents [51]; the level of 20 mg FA/kg diet is tenfold higher than the basal dietary requirements. These amounts were chosen in this study, considering women with previous history of NTD affected pregnancy are recommended ten-fold higher FA (4 mg FA/day) in comparison to normal pregnant women (400–800 μg/day). Studies have shown in human Tolerable Upper Intake Level (1 mg/day adults) becomes limiting and intake of higher than 1mg/day escalates circulating unmetabolized FA [37]. The supplemented dietary FA level used in this study may not accurately reflect the precise level of FA in human, considering the inherent physiological differences in folate metabolism. Indeed, dihydrofolate reductase activity of rodent liver is perhaps higher than in human liver and to determine the impact of systemic exposure to FA and to elicit the same circulating plasma concentration of FA as human, perhaps rodents have to ingest much greater than pro-rata amounts of FA as human [37,52].

At postnatal day one (P1), for 2 mg group: male pups *n* = 3 and female pups *n* = 3 were sacrificed, and the cerebellum tissues were collected. For 20 mg group: male pups *n* = 6 and female pups *n* = 6 were similarly processed. All tissues were rapidly frozen after dissection and stored at −80 °C until downstream analysis was performed. The schematic diagram of the experimental design for this study is shown in Figure 2.

### 4.2. RNA Preparation

Cerebellum tissues of P1 pups were pooled (*n* = 3/gender) for the 2 mg group with three male pups (each from an independent dam) and three female pups (each from an independent dam), for a total of six pups (*n* = 6). Tissues from 20 mg group were similarly processed. RNA extractions for 20 mg group were further repeated from a different batch (pooled samples, *n* = 3/gender, with each mouse from a different dam), for a total of twelve pups (*n* = 12). Total RNA was extracted with Trizol reagent (Life Technologies, Carlsbad, CA, USA) and further purified by Qiagen RNeasy kit (Qiagen, Valencia, CA, USA), according to the manufacturer’s instructions and processed as described earlier [10,36]. All RNA samples were stored at −80 °C until downstream analysis was performed.

### 4.3. Microarrays

To minimize the differences of individual variability and increase the statistical power, microarray analysis was performed using purified RNA from pooled samples segregated by gender for each group as previously described [36]. Total RNA was reverse-transcribed, and cyanine-3-labelled cRNA was generated by following the manufacturer’s instructions using the one-color, low-input QuickAmp labeling kit (Agilent Technologies, Santa Clara, CA, USA). Following purification of cRNA with RNeasy kit (Qiagen, Valencia, CA, USA), the incorporation of cyanine-3 was assessed by a Nano Drop spectrophotometer. For each sample, a total of 600 ng of cRNA was fragmented and hybridized to the SurePrint G3 mouse gene expression 8 × 60 k arrays (G4852A, Agilent Technologies, Santa Clara, CA, USA). Using Feature Extraction software v10.7.3.1, the data were processed for image analysis and initial quality control. Our Minimum Information about a Microarray Experiment (MIAME)—compliant data has been deposited in the Gene Expression Omnibus database of the National Center for Bioinformatics, with the accession number GSE60531.

### 4.4. Data Analysis

Further analyses of microarray data were conducted with the publicly available BRB ArrayTools 4.3.1-stable release as previously described [36,53]. Quantile-Normalization was used to normalize the expression data and log-transformed. The differential expression of transcripts were assessed by following a series of filtering steps based on intensity filter, *p* value of log intensity variation and fold changes. For each spot if the intensity was below the minimum, a threshold to minimum 10 was used. To further filter the data, a cut-off set at *p* > 0.05 and percent missing exceeds 50% was used to exclude the corresponding spots for an entire gene from all arrays having variation in log intensity. Following filtering, a transcript was considered as differentially expressed if the difference in the mean expression in between two groups was ≥2.5 fold.

## 5. Conclusions

The role of FA in the prevention of NTDs has been well established for several years. However, considering the key role of FA in one-carbon metabolism and modulating the methylation profile, excess FA during gestation may alter the DNA methylation and gene expression of offspring. In this pilot study, we employed genome-wide profiling and found that higher gestational FA altered gene expression of several imprinted genes, transcription factors and genes associated with various neural pathways, including those reported to impact autism etiology, in the cerebellum of the offspring. In addition, several genes were dysregulated differentially in a gender-biased manner in pups from higher gestational FA. Since the cerebellum plays an important role to maintain abundant connections with non-motor brain regions [12], such dysregulations in the expression of genes associated with autism and neurodevelopment may influence overall cognitive development. In light of a recent report that higher FA intake can moderately modify the behavior of offspring [36,54], we suggest moderation of FA supplementation be exercised during gestation. Indeed, considering the shared metabolism between vitamin B12 and folate, high FA supplementation may mask vitamin B12 deficiency in pregnant woman and thus can have adverse consequences in the health of their children [55,56]. Since, vitamin B12 plays an important role in myelination and brain myelination is concentrated from mid-gestation, such imbalance in metabolism may result in impairment in early brain development [57].

This study was conducted as part of a pilot study to elucidate the overall difference in the transcriptional profile as a result of higher gestational FA in the cerebellum of offspring. One of the limitations of our current study is the limited sample size. Moreover as autism is a wider spectrum of disorders not a single entity and now diagnosis is more refined, caution has to be taken in relating findings in other species to humans as biochemical pathways may concur but have different rate limiting determinants. In the future, additional biochemical studies including behavioral analysis with larger numbers of samples will help to more precisely determine the influence of gestational FA in neural disease and would make it a fertile ground for exploration of ASDs.

## Supplementary Information

**Table S1.** Genes down-regulated ≥2.5 fold in the cerebellum of male pups from mothers having FA supplementation during gestation at 20 mg/kg in comparison to mothers at 2 mg/kg diet.

**Table S2.** Genes up-regulated ≥2.5 fold in the cerebellum of male pups from mothers having FA supplementation during gestation at 20 mg/kg in comparison to mothers at 2 mg/kg diet.

**Table S3.** Genes down-regulated ≥2.5 fold in the cerebellum of female pups from mothers having FA supplementation during gestation at 20 mg/kg in comparison to mothers at 2 mg/kg diet.

**Table S4.** Genes up-regulated ≥2.5 fold in the cerebellum of female pups from mothers having FA supplementation during gestation at 20 mg/kg in comparison to mothers at 2 mg/kg diet.

## References

[1] Heijmans B.T., Tobi E.W., Stein A.D., Putter H., Blauw G.J., Susser E.S., Slagboom P.E., Lumey L.H. (2008). Persistent epigenetic differences associated with prenatal exposure to famine in humans. Proc. Natl. Acad. Sci. USA.

[2] Vanhees K., Vonhogen I.G., van Schooten F.J., Godschalk R.W. (2014). You are what you eat, and so are your children: The impact of micronutrients on the epigenetic programming of offspring. Cell Mol. Life Sci..

[3] Callender S. (1944). A critical review of pernicious anaemia of pregnancy. Q. J. Med..

[4] Hibbard E.D., Smithells R.W. (1965). Folic acid metabolism and human embryopathy. Lancet.

[5] Barua S., Kuizon S., Junaid M.A. (2014). Folic acid supplementation in pregnancy and implications in health and disease. J. Biomed. Sci..

[6] Honein M.A., Paulozzi L.J., Mathews T.J., Erickson J.D., Wong L.Y. (2001). Impact of folic acid fortification of the US food supply on the occurrence of neural tube defects. JAMA.

[7] De Wals P., Tairou F., van Allen M.I., Uh S.H., Lowry R.B., Sibbald B., Evans J.A., van den Hof M.C., Zimmer P., Crowley M. (2007). Reduction in neural-tube defects after folic acid fortification in Canada. N. Engl. J. Med..

[8] U.S. Preventive Services Task Force (2009). Folic acid for the prevention of neural tube defects: U.S. Preventive Services Task Force recommendation statement. Ann. Intern. Med..

[9] Choumenkovitch S.F., Selhub J., Wilson P.W., Rader J.I., Rosenberg I.H., Jacques P.F. (2002). Folic acid intake from fortification in United States exceeds predictions. J. Nutr..

[10] Barua S., Kuizon S., Chadman K.K., Flory M.J., Brown W.T., Junaid M.A. (2014). Single-base resolution of mouse offspring brain methylome reveals epigenome modifications caused by gestational folic acid. Epigenetics Chromatin.

[11] Main P.A., Angley M.T., Thomas P., O’Doherty C.E., Fenech M. (2010). Folate and methionine metabolism in autism: A systematic review. Am. J. Clin. Nutr..

[12] Wang S.S., Kloth A.D., Badura A. (2014). The Cerebellum, Sensitive Periods, and Autism. Neuron.

[13] Reeber S.L., Otis T.S., Sillitoe R.V. (2013). New roles for the cerebellum in health and disease. Front. Syst. Neurosci..

[14] Wegiel J., Flory M., Kuchna I., Nowicki K., Ma S., Imaki H., Wegiel J., Cohen I.L., London E., Wisniewski T., Brown W. (2014). Stereological study of the neuronal number and volume of 38 brain subdivisions of subjects diagnosed with autism reveals significant alterations restricted to the striatum, amygdala and cerebellum. Acta Neuropathol. Commun..

[15] Horsthemke B. (2014). In brief: Genomic imprinting and imprinting diseases. J. Pathol..

[16] Tranebjaerg L., Bathen J., Tyson J., Bitner-Glindzicz M. (1999). Jervell and Lange-Nielsen syndrome: A Norwegian perspective. Am. J. Med. Genet..

[17] Crotti L., Celano G., Dagradi F., Schwartz P.J. (2008). Congenital long QT syndrome. Orphanet J. Rare Dis..

[18] Senner C.E., Brockdorff N. (2009). Xist gene regulation at the onset of X inactivation. Curr. Opin. Genet. Dev..

[19] Plagge A. (2012). Non-Coding RNAs at the Gnas and Snrpn-Ube3a Imprinted Gene Loci and Their Involvement in Hereditary Disorders. Front. Genet..

[20] Riccio A., Sparago A., Verde G., de Crescenzo A., Citro V., Cubellis M.V., Ferrero G.B., Silengo M.C., Russo S., Larizza L., Cerrato F. (2009). Inherited and Sporadic Epimutations at the IGF2-H19 locus in Beckwith-Wiedemann syndrome and Wilms’ tumor. Endocr. Dev..

[21] Soejima H., Higashimoto K. (2013). Epigenetic and genetic alterations of the imprinting disorder Beckwith-Wiedemann syndrome and related disorders. J. Hum. Genet..

[22] Antypa N., Serretti A., Rujescu D. (2013). Serotonergic genes and suicide: A systematic review. Eur. Neuropsychopharmacol..

[23] Kwan K.Y. (2013). Transcriptional dysregulation of neocortical circuit assembly in ASD. Int. Rev. Neurobiol..

[24] Cukier H.N., Rabionet R., Konidari I., Rayner-Evans M.Y., Baltos M.L., Wright H.H., Abramson R.K., Martin E.R., Cuccaro M.L., Pericak-Vance M.A., Gilbert J.R. (2010). Novel variants identified in methyl-CpG-binding domain genes in autistic individuals. Neurogenetics.

[25] Vijayendran M., Beach S.R., Plume J.M., Brody G.H., Philibert R.A. (2012). Effects of genotype and child abuse on DNA methylation and gene expression at the serotonin transporter. Front. Psychiatry.

[26] Huang C.H., Santangelo S.L. (2008). Autism and serotonin transporter gene polymorphisms: A systematic review and meta-analysis. Am. J. Med. Genet. B Neuropsychiatr. Genet..

[27] Oberlander T.F. (2012). Fetal serotonin signaling: Setting pathways for early childhood development and behavior. J. Adolesc. Health.

[28] Dannlowski U., Kugel H., Redlich R., Halik A., Schneider I., Opel N., Grotegerd D., Schwarte K., Schettler C., Ambree O. (2014). Serotonin transporter gene methylation is associated with hippocampal gray matter volume. Hum. Brain Map..

[29] Tabolacci E., Chiurazzi P. (2013). Epigenetics, fragile X syndrome and transcriptional therapy. Am. J. Med. Genet. A.

[30] Brown W.T. (2012). Clinical aspects of the fragile X syndrome. Results Probl. Cell Differ..

[31] Tsiouris J.A., Brown W.T. (2004). Neuropsychiatric symptoms of fragile X syndrome: Pathophysiology and pharmacotherapy. CNS Drugs.

[32] Junaid M.A., Kuizon S., Cardona J., Azher T., Murakami N., Pullarkat R.K., Brown W.T. (2011). Folic acid supplementation dysregulates gene expression in lymphoblastoid cells—Implications in nutrition. Biochem. Biophys. Res. Commun..

[33] Wheeler A.C., Bailey D.B., Berry-Kravis E., Greenberg J., Losh M., Mailick M., Mila M., Olichney J.M., Rodriguez-Revenga L., Sherman S. (2014). Associated features in females with an FMR1 premutation. J. Neurodev. Disord..

[34] Yadav R., Gupta S.C., Hillman B.G., Bhatt J.M., Stairs D.J., Dravid S.M. (2012). Deletion of glutamate delta-1 receptor in mouse leads to aberrant emotional and social behaviors. PLoS One.

[35] Wu S., Yue W., Jia M., Ruan Y., Lu T., Gong X., Shuang M., Liu J., Yang X., Zhang D. (2007). Association of the neuropilin-2 (NRP2) gene polymorphisms with autism in Chinese Han population. Am. J. Med. Genet. B Neuropsychiatr. Genet..

[36] Barua S., Chadman K.K., Kuizon S., Buenaventura D., Stapley N.W., Ruocco F., Begum U., Guariglia S.R., Brown W.T., Junaid M.A. (2014). Increasing Maternal or Post-Weaning Folic Acid Alters Gene Expression and Moderately Changes Behavior in the Offspring. PLoS One.

[37] Bailey S.W., Ayling J.E. (2009). The extremely slow and variable activity of dihydrofolate reductase in human liver and its implications for high folic acid intake. Proc. Natl. Acad. Sci. USA.

[38] Sweeney M.R., McPartlin J., Weir D.G., Daly S., Pentieva K., Daly L., Scott J.M. (2005). Evidence of unmetabolised folic acid in cord blood of newborn and serum of 4-day-old infants. Br. J. Nutr..

[39] Smith A.D., Kim Y.I., Refsum H. (2008). Is folic acid good for everyone?. Am. J. Clin. Nutr..

[40] Rogers E.J. (2008). Has enhanced folate status during pregnancy altered natural selection and possibly Autism prevalence? A closer look at a possible link. Med. Hypotheses.

[41] Leeming R.J., Lucock M. (2009). Autism: Is there a folate connection?. J. Inherit. Metab. Dis..

[42] Beard C.M., Panser L.A., Katusic S.K. (2011). Is excess folic acid supplementation a risk factor for autism?. Med. Hypotheses.

[43] O’Neill R.J., Vrana P.B., Rosenfeld C.S. (2014). Maternal methyl supplemented diets and effects on offspring health. Front. Genet..

[44] Neggers Y.H. (2014). Increasing prevalence, changes in diagnostic criteria, and nutritional risk factors for autism spectrum disorders. ISRN Nutr..

[45] Cahill L. (2006). Why sex matters for neuroscience. Nat. Rev. Neurosci..

[46] Cosgrove K.P., Mazure C.M., Staley J.K. (2007). Evolving knowledge of sex differences in brain structure, function, and chemistry. Biol. Psychiatry.

[47] Jazin E., Cahill L. (2010). Sex differences in molecular neuroscience: From fruit flies to humans. Nat. Rev. Neurosci..

[48] Rosenfeld C.S. (2011). Periconceptional influences on offspring sex ratio and placental responses. Reprod. Fertil. Dev..

[49] Trabzuni D., Ramasamy A., Imran S., Walker R., Smith C., Weale M.E., Hardy J., Ryten M. (2013). Widespread sex differences in gene expression and splicing in the adult human brain. Nat. Commun..

[50] Galanopoulou A.S. (2008). Sexually dimorphic expression of KCC2 and GABA function. Epilepsy Res..

[51] Reeves P.G., Nielsen F.H., Fahey G.C. (1993). AIN-93 purified diets for laboratory rodents: Final report of the American Institute of Nutrition ad hoc writing committee on the reformulation of the AIN-76A rodent diet. J. Nutr..

[52] Deghan M.S., Ishiguro L., Sohn K.J., Medline A., Renlund R., Croxford R., Kim Y.I. (2014). Folic acid supplementation promotes mammary tumor progression in a rat model. PLoS One.

[53] Simon R., Lam A., Li M.C., Ngan M., Menenzes S., Zhao Y. (2007). Analysis of gene expression data using BRB-Array Tools. Cancer Inform..

[54] Shorter K.R., Anderson V., Cakora P., Owen A., Lo K., Crossland J., South A.C., Felder M.R., Vrana P.B. (2014). Pleiotropic effects of a methyl donor diet in a novel animal model. PLoS One.

[55] Dwarkanath P., Barzilay J.R., Thomas T., Thomas A., Bhat S., Kurpad A.V. (2013). High folate and low vitamin B-12 intakes during pregnancy are associated with small-for-gestational age infants in South Indian women: A prospective observational cohort study. Am. J. Clin. Nutr..

[56] Smith A.D. (2007). Folic acid fortification: The good, the bad, and the puzzle of vitamin B-12. Am. J. Clin. Nutr..

[57] Black M.M. (2008). Effects of vitamin B12 and folate deficiency on brain development in children. Food Nutr. Bull..

How the deposited data were processed for this re-analysis (not part of the article)

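RNA of the cerebellum at postnatal day 1 was measured on 6 single-colour arrays, with 1 array at 2 mg and 2 arrays at 20 mg maternal FA for each sex. Each array holds a pool of 3 pups, so the unit of replication is the pool. A field of the sample labels gives the tissue as whole brain, against cerebellum in the titles and the paper, so which tissue was pooled rests on the titles and the paper. Samples were grouped by the sex and dose in their labels, and 0 columns of a sample outside the study were used.

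The intensities in the scanner files were made by the authors with Agilent Feature Extraction, which subtracts the background, corrects the trend over the slide and puts a substitute value on spots near the background, without scaling between arrays. The same files give the mean brightness and the median local background of each spot, not corrected, and the software's flags for spots well above background and for outliers. The log2 values in the authors' deposited value table were quantile normalized over the 6 arrays and given a floor in BRB-ArrayTools, as the methods describe, and the values themselves show equal upper quantiles and a shared lowest value per array. At this lowest value lie 67.4% of the probes on the array labelled female 20 mg replicate 2, where 67.3% of the processed signals are under 10, and 23.7% on the female 2 mg array, where 23.8% are. The lowest value differs between arrays, from 3.41 to 5.23 on the log2 scale, so in this table the floor appears to have been set before normalization, while the values here were given it afterwards.

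From the scanner files, spots flagged as outliers were left out, the processed signals of each probe were averaged, put on the log2 scale, quantile normalized over all 6 arrays and raised to 10 where lower. The variation filter compares the variance of a probe over the 6 arrays with the median variance of all probes by a chi-square distribution, and keeps probes with p at or under 0.05 and at most 50% of values missing. The fold rule then sets the mean log2 value of the 20 mg arrays of a sex against its 2 mg array, with a threshold of 2.5-fold. The expected overlap of the sexes is the product of their shares over the probes kept. To show the spread between pools under the same rule, the 2 arrays at 20 mg were compared with each other, and each array was set against the mean of the other 2 arrays of its sex.

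The limma fit has 4 groups of sex and dose, uses the empirical Bayes step with a trend and has 2 residual degrees of freedom. The lone 2 mg array of each sex is assumed to vary like the arrays at 20 mg. Calls need a Benjamini-Hochberg adjusted p under 0.05. The prior standard deviation was 1.32 on the log2 scale. Tested on simulated data with 37207 probes, of which 200 were changed by 4 on the log2 scale, the fit recovered 100% with a noise SD of 0.2. With the noise SD of the arrays, taken as this prior value for every array of both sexes, it recovered 1.5% in males, 3% in females and 35% over both sexes. The fold rule, tested on 55681 simulated probes with changes of 2 on the log2 scale and a noise SD of 0.2, recovered 200 of 200 changes in each sex, and it was not tested at the noise SD of the arrays.

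The genes named in the text are those that the Results or Discussion name as altered on these arrays, the genes of Table 1 and Table 2 whose direction here is opposite to the table, the sex-linked transcripts, and up to 5 transcripts per sex and direction with the largest difference. The last were taken among called probes past 2.5-fold on both arrays at 20 mg and well above background on every array of at least 1 dose. This rule, the comparisons with their tests, the marker lists and the alternatives were set before the data were examined, apart from the comparisons by scan day, the fold counts with 1 array left out alone and the tests named in each part below.

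Marker genes of 8 tissues, cell types or responses (cerebellum, forebrain, hypothalamus, brainstem, choroid plexus, meninges, red blood cells and immediate early genes) were listed from general knowledge. The median difference of a list was set against 10000 random lists of the same size, matched on mean signal. A list counts as apart where its median lies outside the central 95% of these. For sex-linked transcripts, the signal on the array labelled female 20 mg replicate 2 was set against probes whose mean on the other female arrays lay within 0.25 (log2). This set of probes was redefined after values of an earlier version had been seen. A further comparison used probes at the level of the transcript on the male arrays.

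Of the 22765 RefSeq accessions on the array, 21461 (94.3%) were found in a RefSeq gene table, which served for names alone. Positions are those of the probes in mm9, as the array design gives them.

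The alternatives were a shift to a common 75th percentile, the floor before quantile normalization, normexp background correction with an offset of 50, the mean brightness without background correction, the authors' deposited value table, no floor (values under 1 raised to 1), no variation filter, the filter over the 3 arrays of each sex, probes well above background alone, values per transcript accession, flagged spots kept, the mean of linear intensities, a threshold on each of the 2 arrays, and leaving out each replicate, in both sexes at once. The ratio of the fold counts was also taken with each array at 20 mg left out alone. For limma they were the same normalizations, other limits on dim probes, no trend, 2 forms of a replicate block, scan day as a block, additive terms and each replicate left out. Slide as a block leaves 0 residual degrees of freedom, so it could not be fitted as a test. Control spots were left out, and some genes that the study names or lists are not reported one by one.

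Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.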

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

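Chosen after the results were seen were the tests of the array labelled female 20 mg replicate 2 as a single deviating array, of probes well above background on all 6 arrays, of low signal, of a swap with a male array, of the dissections and of the transcripts moving in opposite directions; the other tests were set earlier.

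The array labelled female 20 mg replicate 2 stood far from the other samples, with a mean Spearman rho of 0.649 against at least 0.859 for the other 5 arrays. The gap to the nearest array is 0.877 of the whole range (Dixon's ratio), past the critical value, which chance alone passes in about 1 of 20 groups. The tables argue against the female 2 mg array as the deviating one, since the female arrays at 20 mg differed from the male 2 mg array at 10901 transcripts, against 10552 from their own. With this array alone left out, the ratio of female to male transcripts past 2.5-fold was 0.666, so the larger female count may come from this array. The female total fell from 10552 to 2420, while the male total rose from 1998 to 3634 as the other 5 arrays were normalized and filtered anew. The female arrays left share a slide and the male arrays do not, so this ratio also carries the difference between slides. With each other array at 20 mg left out alone, the ratio stayed above 1, at 7.81, 2.77 and 2.52. Probes near background stay open as part of it. The ratio was 4.34 among probes well above background on every array of at least 1 dose, but the 2 mg array alone meets this for every lower transcript, so that value decides nothing. Among probes well above background on all 6 arrays the ratio was 1.92, lower than over all probes and still above 1. An effect of the dose on this pool stays open as untested, as does any fault of hybridization or RNA.

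In 10 transcripts, among them Ahnak, Klra1 and Vgll1, both male arrays at 20 mg were lower and both female arrays higher than the 2 mg array of the sex by at least 2.5-fold. These transcripts were picked by their values. The interaction of sex and dose was tested in limma for all 10 and called 0 of them (adjusted p = 1). Of the 10, 3 had an unadjusted p under 0.05 in this test. It called 0 of all transcripts, with 51 at an unadjusted p under 0.05. Under the 75th percentile shift, 10 also stayed past 2.5-fold on every array. For the male decreases this argues against quantile normalization as the cause. It decides nothing for the female increases, since that shift raised the female median of all probes by 1.04. The spread between arrays cannot be told apart from a difference between the sexes, since 4.29 such transcripts would be expected of independent sexes but the opposite pattern gave 0 where 3.70 would be, and since each sex has a single 2 mg array. A response to the dose that differs by sex was not found by this test, and it stays open, since the fit has 2 residual degrees of freedom.

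The Y-linked transcript Eif2s3y, which the paper does not discuss, had a normalized log2 level of 10.12 on the array labelled female 20 mg replicate 2, against 3.32 and 4.04 on the other female arrays. Its processed signal was 48.6 there and 46.5 on female 20 mg replicate 1, where it was also well above background, so the difference lies in the level relative to each array. Xist was not well above background on the array labelled female 20 mg replicate 2. The tables argue against a swap with a male array of the series, since 0 male arrays had Xist well above background. Among probes as dim as Eif2s3y on the other female arrays, 0.287% were as bright on this array, so male tissue in the pool, or a wrong label, may be a source of the signal. This rests chiefly on 1 probe, and a signal of that probe that does not follow the brightness of the array was not excluded. Ddx3y was as bright as or brighter than all but 3.95% of its comparison probes but not well above background, Uty than all but 13.9%, and Kdm5d lay at the floor. Low signal of the array cannot be told apart as the cause of the lower Xist, since 16.1% of the probes as bright as Xist on the other female arrays were as dim. Of the probes as dim as Xist on the male arrays, 4.38% were as bright on this array. This goes against a wholly male pool or a wrong label, but weakly, as Xist was not well above background. Of the probes as bright as Eif2s3y and Ddx3y on the male arrays, 22.4% and 21.0% were as dim on this array. No biological explanation was tested for Y-linked signal in a female pool.

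The median log2 difference of the choroid plexus list in female pups was 2.29, above all of the random lists, and the paper does not analyse these genes. All 12 genes were well above background at 2 mg, 0 are in another list and 0 are in the tables of the study, and how many of them the cerebellum also expresses was not tested. Otx2 had log2 levels of 11.55 at 2 mg and 12.16 and 11.49 at 20 mg in females. Ttr, the brightest probe of the list on the other 5 arrays, had 11.21 at 2 mg and 16.16 and 14.59 at 20 mg in females, and 14.26, 15.31 and 15.30 in males. The tables argue against the array labelled female 20 mg replicate 2 as the whole cause, since on female 20 mg replicate 1 alone the median was 1.77. Other tissue taken with the cerebellum may be the source, but 2.29 is the observation itself and no separate test of this, and a field of the sample labels gives the tissue as whole brain. Pools of one dose also differ in this tissue, with 0.933 between the medians of the male arrays at 20 mg, and the female 2 mg array was the lowest of the 6 arrays for 7 of the 12 genes, so the difference may be one of dissection. An effect of the dose on the choroid plexus stays open as untested.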

How the results depend on the processing

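The comparisons by scan day and those with 1 array left out alone in the fold counts were chosen after the data were seen; the other alternatives were set earlier. Where no cause is given, the cause was not tested.

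Counts are given as male lower and higher, female lower and higher, and shared lower and higher, where they moved by over 1.5 times. The 75th percentile shift gave 275 and 426, 354 and 1723, and 155 shared lower. Normexp gave 611 and 198, 2211 and 1349, 177 and 63. The mean brightness without background correction gave 590 and 186, 1970 and 1134, 164 and 59. Values per transcript accession gave 782 and 353, 3639 and 2676, 330 and 189, where fewer units were counted. The mean of linear intensities gave 795 and 1853, 1613 female lower, 69 and 940. The rule on each of the 2 arrays, which is stricter by construction, gave 457 and 120, 470 and 143, 13 and 14. Probes well above background alone, also stricter, gave 489 male, 1623 female and 270 shared higher. The authors' deposited table gave 2363 female and 296 shared higher, and the floor before quantile normalization 2541 female higher. Leaving out a replicate gave 1185 to 6224 and 2129 to 4500 in males, 1661 to 7169 and 1266 to 6420 in females, and 586 to 708 and 567 to 925 shared. The later scan day only gave 4208 and 5097, 1699 and 1198, 120 and 79. The earlier scan day for the 20 mg arrays gave 2545 and 1294 in males and 1783 shared lower. No floor, no variation filter, the filter per sex and flagged spots kept moved each count by less.

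The larger female count held under the 13 alternatives with all arrays, with a ratio of 1.06 to 5.56, but not without 20 mg replicate 2 of both sexes (0.273). There the female arrays left share a slide and the male arrays do not. With 1 array left out alone, the ratio was 7.81 without female replicate 1, 0.666 without the array labelled female 20 mg replicate 2, 2.77 without male replicate 1 and 2.52 without male replicate 2. The overlap in the same direction fell to 199 on the later scan day, under the number of independent sexes. Opposite directions fell under it too, at 220 and 470 where 345 and 592 would be, so this shortfall does not decide for scan day. Scan day may still be a source of part of the shared transcripts, and it cannot be separated here from the array of each sex.

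The replicate arrays at 20 mg differed at 2308 transcripts in females and 1389 in males under the 75th percentile shift, and at 26957 and 15424 without the variation filter, which tests more probes. In males it was 11481 with the filter per sex and 4675 per transcript accession. Each array in turn as the lone array gave, under the 75th percentile shift, 2077 for the female 2 mg array, 2168 for 20 mg replicate 1 and 2279 for replicate 2, and 701, 1204 and 1328 in males. With probes well above background on all 6 arrays, it gave 910, 1267 and 1642 in females and 473, 1085 and 1115 in males. The 2 mg array gave the lowest count of its sex in each.

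In limma, which called 0 transcripts in each contrast with 74, 161, 144 and 51 at an unadjusted p under 0.05 (males, females, both sexes and interaction), the deposited table gave 1 call in males, and the 75th percentile shift and normexp 3 each in females. Leaving out a replicate gave 0 to 1 in males, 0 to 6 in females, 0 to 11 over both sexes and 0 to 2 for the interaction. Over the alternatives the smallest adjusted p ranged from 0.000436 to 1, from 1.6e-05 to 1, from 0.00129 to 1 and from 0.0224 to 1.

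With the replicate block, limma called 1 transcript in males, 10 in females, 13 over both sexes and 0 for the interaction (99 at an unadjusted p under 0.05). With the 2 mg arrays placed in replicate 1 the replicate block gave 1 in males and 2 in females. Whether the numbers pair the samples is not known. The differences between replicates 1 and 2 of the 2 sexes correlate at 0.087 over the probes, at 0.239 under the 75th percentile shift and at 0.158 over probes well above background on all 6 arrays. The samples of a number share only the number in their labels, and the paper, which repeated the extraction at 20 mg from a different batch, does not say which number marks it.

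Of Table 1, 7 genes were past 2.5-fold under normexp and 7 without background correction, and 8 to 15 with a replicate left out. Of Table 2, 52 were past 2.5-fold under the 75th percentile shift, 51 under normexp, 43 without background correction, 45 with the mean of linear intensities, 10 on the later scan day, and 11 to 105 with a replicate left out.

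Of 1287 values of named genes under alternatives, 1145 stayed within the spread of replicates, 129 moved beyond it and 13 reversed, in 6 genes. In females, Peg12, Pax5, Stat3 and Fmr1 reversed without replicate 2, to 0.48, -0.76, -0.46 and 0.28, and on the later scan day, to 0.46, -0.95, -0.59 and 0.28. Without replicate 1 they were -4.88, 4.83, 3.97 and -3.92. In males, Pde4c was 0.16 without replicate 1, -2.84 without replicate 2 and 0.13 on the later scan day. Tuba3a was 0.10 with the mean of linear intensities, 1.09 without replicate 1, -5.14 without replicate 2 and 1.03 on the later scan day. These reversals follow from leaving out the 1 array that carried the difference, or giving it less weight.

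Of the marker lists, the 75th percentile shift put choroid plexus in males (0.35) and hypothalamus (-0.40) and red blood cells (-0.24) in females outside random lists. The later scan day put cerebellum (-0.36), forebrain (0.76), hypothalamus (-1.31) and meninges (-0.56) in females outside. The difference of Kdm5d in females moved to 1.64 under the 75th percentile shift.

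Signal over background limits the female results. On the array labelled female 20 mg replicate 2, 23.3% of the probes were well above background and 67.3% of the values lay under the floor of 10, so a decrease there is often a limit, and ranks among dim probes have little basis.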

Differences from the paper's values

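The alternatives named here are the 15 set before the data were examined, apart from those by scan day, which were chosen after the values were seen.

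The paper gives 499 transcripts higher in males, against 790 here. The 75th percentile shift, the floor before quantile normalization, the deposited table, probes well above background alone and values per transcript accession do not differ from it, and the other 10 do. In females the paper gives 1511 higher transcripts, against 4815 here. The 75th percentile shift, normexp, no background correction, probes well above background alone and the setting without 20 mg replicate 2 do not differ, and the other 10 do. For transcripts lower in both sexes the paper gives 339, against 552 here, and the filter over the arrays of each sex and values per transcript accession do not differ, while the other 13 do. For transcripts higher in both sexes the paper gives 152, against 476 here, and of the 15 alternatives values per transcript accession alone do not differ.

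A count differs where it is over 1.5 times the other. A fold differs where the directions are opposite, where the log2 values lie further apart than the SD of the 2 arrays at 20 mg, or, with an array at 20 mg at the floor, where they lie over 1.5 times apart. A fold known only as a limit differs where it is over 1.5 times that of the paper or of the opposite direction. Of the folds in Table 1, 7 of 21 differ. A minus sign marks a decrease. Csnk1a1 was -3.9 in the paper and -1.27 here, Cry1 -2.7 and -3.61, Slc18a2 -3.81 and -2.17, and Nsf -3.4 and -1.73. Trpm1 was -3.36 in the paper and -4.48 here, Pde4b 2.57 and 1.14, and Rac1 2.73 and 1.73. Per transcript accession, Csnk1a1, Slc18a2 and Pde4b did not differ. Under the 75th percentile shift, Cry1 did not differ. In the authors' deposited table, Cry1 and Slc18a2 did not differ. Leaving out 20 mg replicate 1, Cry1 and Slc18a2 did not differ. Leaving out 20 mg replicate 2, Nsf and Rac1 did not differ. Under normexp, Rac1 did not differ. Without background correction, Rac1 did not differ. From linear intensities, Rac1 did not differ. Trpm1 differed under all 15.

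Of the folds in Table 2, 57 of 132 differ, and 14 of these have the opposite direction here. Each of the 14 has several probes of its accession, and the fold here is that of the brightest. The paper may have used another probe, so the choice of probe stays open as a source of these differences. Of the 57, 36 were not well above background on the array labelled female 20 mg replicate 2, so their folds here rest in part on values near the background and are not exact, and 2 of those 36 are among the 14. First those of the opposite direction. Smad4 was -5.02 in the paper and 1.27 here, Adcy5 -3.83 and 2.56, Grin2b -5.07 and 1.14, and Cln3 -5.01 and 1.01. Grm5 was -3.1 in the paper and 1.01 here, Homer1 -2.69 and 1.16, Prkca -3.98 and 1.09, and Neurod1 -4.13 and 1.23. Ache was -3.5 in the paper and 1.03 here, Clcn2 -3.81 and 1.21, Scn2a1 -2.6 and 1.24, and Cacna1i -2.59 and 2.10. Ntsr2 was -2.61 in the paper and 1.41 here, and Bhlhe41 5.46 and -1.03. Per transcript accession, Smad4, Homer1, Neurod1, Scn2a1 and Bhlhe41 did not differ. Leaving out 20 mg replicate 2, Adcy5 and Ntsr2 did not differ. Under the 75th percentile shift, Bhlhe41 did not differ. Grin2b, Cln3, Grm5, Prkca, Ache, Clcn2 and Cacna1i differed under all 15. Of the 15, only values per transcript accession used the other probes, as a mean with the brightest, so a different single probe was not tried.

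The others have the direction of the table. Csnk1a1 was -7.8 in the paper and -1.12 here, Prkar2b -6.84 and -1.21, Hlf -4.27 and -1.99, and Chrnb2 -4.1 and -8.03. Opn3 was -3.04 in the paper and -1.36 here, Ppargc1a -2.9 and -1.50, Ppara -2.56 and -1.40, and Pde10a -4.55 and -2.06. Syn2 was -3.11 in the paper and -5.29 here, Pde4d -2.63 and -4.30, Adcy7 -5.5 and -12.1, and Gria2 -5.07 and -10.9. Grm4 was -4.57 in the paper and -2.18 here, Slc1a2 -3.99 and -1.75, Gria3 -3.89 and -6.97, and Gabrr1 -3.83 and -1.62. Slc6a15 was -3.15 in the paper and -5.69 here, Nras -4.37 and -8.36, Cdk1 -3.84 and -7.05, and Nov -2.91 and -4.85. Egfr was -2.71 in the paper and -4.60 here, Tjap1 -2.53 and -4.12, Pax3 -4.07 and -1.38, and Sox2 -3.54 and -6.44. Bmp2 was -2.86 in the paper and -1.15 here, Kcnab1 -5.07 and -9.99, Kcnc2 -3.45 and -6.08, and Hcn2 -3.23 and -1.80. Clcn7 was -3.04 in the paper and -5.13 here, Kcnma1 -2.5 and -3.78, Hrh4 -4.01 and -7.55, and Oxtr -3.68 and -1.50. Hrh1 was -2.9 in the paper and -1.52 here, Sstr4 -2.61 and -4.22, Ntrk2 -7.28 and -1.86, and Frs3 -5.29 and -11.3. Ppyr1 was -3.47 in the paper and -6.09 here, Cxcr4 -3.39 and -5.93, Gmfg -3.1 and -5.27, and Srf -3.25 and -1.18. Creb1 was -2.83 in the paper and -1.13 here, Tef 3.48 and 2.20, and Cdh2 2.82 and 1.06. Per transcript accession, Csnk1a1, Ppargc1a, Ppara, Pde10a, Gria3, Nras, Egfr, Pax3, Ntrk2, Gmfg, Srf and Cdh2 did not differ. With the floor before quantile normalization, Hlf, Chrnb2, Opn3, Syn2, Pde4d, Grm4, Gria3, Slc6a15, Nras, Cdk1, Nov, Egfr, Tjap1, Sox2, Bmp2, Kcnab1, Kcnc2, Clcn7, Kcnma1, Hrh4, Hrh1, Sstr4, Ppyr1, Cxcr4 and Gmfg did not differ. Without background correction, Hlf, Chrnb2, Syn2, Adcy7, Gria2, Gria3, Gabrr1, Nras, Cdk1, Nov, Tjap1, Kcnab1, Kcnc2, Clcn7, Kcnma1, Sstr4, Frs3 and Cxcr4 did not differ. In the authors' deposited table, Hlf, Chrnb2, Opn3, Pde10a, Syn2, Pde4d, Gria2, Grm4, Slc1a2, Gria3, Gabrr1, Slc6a15, Nras, Cdk1, Nov, Egfr, Tjap1, Sox2, Bmp2, Kcnc2, Clcn7, Kcnma1, Hrh4, Oxtr, Hrh1, Sstr4, Frs3, Ppyr1, Cxcr4, Gmfg and Creb1 did not differ. Leaving out 20 mg replicate 1, Hlf, Ppargc1a, Pde10a, Ntrk2, Srf and Tef did not differ. Under normexp, Syn2, Adcy7, Gria2, Grm4, Gria3, Slc6a15, Nras, Cdk1, Tjap1, Sox2, Kcnab1, Kcnc2, Kcnma1, Sstr4, Frs3, Ppyr1, Cxcr4, Gmfg and Creb1 did not differ. Under the 75th percentile shift, Adcy7, Gria2, Frs3, Tef and Cdh2 did not differ. From linear intensities, Nov, Egfr, Tjap1, Hrh4, Sstr4, Frs3, Ppyr1, Cxcr4 and Gmfg did not differ. Leaving out 20 mg replicate 2, Ppyr1 did not differ. Prkar2b and Hcn2 differed under all 15.

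For each gene of the tables, the alternatives not named beside it still differ.

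The paper also names genes as altered that were not called here with the brightest probe. Of the transcription factors, Hoxc11 in males was at least 1.62-fold higher and was called with the floor before quantile normalization, in the deposited table, without a floor and without replicate 2. Foxc2 in females, with a log2 difference of -0.70, was called under normexp and in the deposited table. Sqstm1 in females (1.43) was called without the variation filter, and Sqstm1 in males (0.55), Esr1 and Zfp93 in both sexes were called under no setting. The paper says that the directions of the shared transcription factors varied between the sexes, while Sp3, the called one, fell in both here, by 2.03 and by 2.99.

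Of the imprinted genes that the paper gives as lower, Kcnq1 in males was called with the floor first, without the variation filter, with the filter per sex, without replicate 2 and on the later scan day. H19 (-0.84) was called without replicate 2 and on the later scan day, H13 (13.02 at both doses) under no setting, and Xist (-0.62) with the floor first, in the deposited table, without replicate 1 and with the earlier scan day for the 20 mg arrays. Snrpn, given as higher in males (1.05 here), was called with the mean of linear intensities, without replicate 2 and with the earlier scan day for the 20 mg arrays. The settings by scan day were chosen after seeing the values.

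Of the other genes that the paper names, Hras1 in males (at least 1.33-fold lower) was called without a floor, without the variation filter, with the filter per sex, per transcript accession, without replicate 2 and on the later scan day, which was chosen after seeing the values. Ncoa3 in females (1.41) was called with the floor first, under normexp, without background correction, without the variation filter, with the filter per sex, without replicate 1 and with the earlier scan day for the 20 mg arrays, also chosen after seeing the values. Tubb3 in males (-1.05) was called without replicate 2, Slc1a6 (0.95) and Nsf (-1.09) in females without replicate 1, Pde10a in females (-1.04) in the deposited table, and Smad4 in females and Csnk1a1 in males (-0.35) per transcript accession. Called under no setting were Slc18a2 (-1.12), Pde4b (0.18), Tubb2b (-0.69), Rac1 (0.79), Nsf (-0.79) and Mbd3 (0.90) in males, and Prkar2b (-0.27), Bhlhe41 (-0.05), Csnk1a1 (-0.16) and Nrp2 (0.78) in females. For Mbd3 the paper gives a larger increase than the 1.87-fold here.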

Other observations

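Chosen after the results were seen were the tests of scan day and of the transcripts higher on every array; the tests of replicate spread and of marker lists were set earlier.

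Transcripts past 2.5-fold between the doses may come in part from the spread between arrays of a dose. The male arrays at 20 mg differed from each other at 7394 transcripts. Taken singly, they differed from the male 2 mg array at 4573 and 4331, and their mean differed from it at 1998. The male arrays at 20 mg also lie on different slides and scan days, so the spread between pools cannot be told apart from that between slides. Within slide 1, which was looked at after the data were seen, the 2 mg arrays of the sexes differed at 533 transcripts and female 20 mg replicate 1 from them at 1313 and 981. This is a single pool at 20 mg, and an effect of the dose stays open.

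Transcripts shared by the sexes may come in part from the scan day, on which 1 array at 20 mg of each sex differs from both 2 mg arrays. On the later day alone 199 moved in the same direction in both sexes, under the number expected of independent sexes. Those moving in opposite directions were also under their number, so this shortfall does not decide for the scan day. The earlier day holds 1 pool of each sex, so the day cannot be told apart from these pools, and an effect of the dose on both sexes stays open as untested.

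On all 4 arrays at 20 mg, 14 transcripts were higher by at least 2.5-fold, among them Adcy3, Ccl19, Reln, Rfng, Zfp740 and several neighbouring transcripts of chromosome 9, named after their values were seen. Of the 14, 9 were well above background on all 6 arrays. Under the 75th percentile shift, 13 stayed past 2.5-fold. That shift favours increases, since it raised the female median of all probes by 1.04 and lowered the share of lower transcripts in both sexes. It therefore cannot decide whether quantile normalization is the cause. Independent sexes would give 1.13, but several of the probes measure related transcripts and each sex has a single 2 mg array, so spread between arrays cannot be told apart from an effect of the dose, which stays open. In the other direction 13 transcripts were lower on all 4 arrays, where independent sexes would give 14.1, and 1 of them stayed past 2.5-fold under the 75th percentile shift.

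Among the other marker lists, the median log2 differences in males were -0.08 for cerebellum, 0.19 for forebrain, 0.04 for hypothalamus, -0.09 for brainstem, 0.36 for choroid plexus, -0.10 for meninges, 0.00 for red blood cells and -0.16 for immediate early genes. In females they were -0.02 for cerebellum, -0.16 for forebrain, -0.40 for hypothalamus, -0.76 for brainstem, -0.65 for meninges, -0.66 for red blood cells and -0.31 for immediate early genes. All of these lay inside the central 95% of random lists. The lists share 0 genes with each other, and the study names 1, 2, 1, 5, 1 and 3 genes of the cerebellum, forebrain, hypothalamus, brainstem, meninges and immediate early lists.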
